# A Guide to Single-Cell Transcriptomics in Adult Rodent Brain: The Medium Spiny Neuron Transcriptome Revisited

**DOI:** 10.3389/fncel.2018.00159

**Published:** 2018-06-15

**Authors:** Hanson Ho, Matt De Both, Ashley Siniard, Sasha Sharma, James H. Notwell, Michelle Wallace, Dino P. Leone, Amy Nguyen, Eric Zhao, Hannah Lee, Daniel Zwilling, Kimberly R. Thompson, Steven P. Braithwaite, Matthew Huentelman, Thomas Portmann

**Keywords:** single-cell RNA sequencing, fluorescence-activated cell sorting, striatal medium spiny neurons, basal ganglia, dopamine receptors, Cholinergic Receptor Muscarinic 4

## Abstract

Recent advances in single-cell technologies are paving the way to a comprehensive understanding of the cellular complexity in the brain. Protocols for single-cell transcriptomics combine a variety of sophisticated methods for the purpose of isolating the heavily interconnected and heterogeneous neuronal cell types in a relatively intact and healthy state. The emphasis of single-cell transcriptome studies has thus far been on comparing library generation and sequencing techniques that enable measurement of the minute amounts of starting material from a single cell. However, in order for data to be comparable, standardized cell isolation techniques are essential. Here, we analyzed and simplified methods for the different steps critically involved in single-cell isolation from brain. These include enzymatic digestion, tissue trituration, improved methods for efficient fluorescence-activated cell sorting in samples containing high degree of debris from the neuropil, and finally, highly region-specific cellular labeling compatible with use of stereotaxic coordinates. The methods are exemplified using medium spiny neurons (MSN) from dorsomedial striatum, a cell type that is clinically relevant for disorders of the basal ganglia, including psychiatric and neurodegenerative diseases. We present single-cell RNA sequencing (scRNA-Seq) data from D1 and D2 dopamine receptor expressing MSN subtypes. We illustrate the need for single-cell resolution by comparing to available population-based gene expression data of striatal MSN subtypes. Our findings contribute toward standardizing important steps of single-cell isolation from adult brain tissue to increase comparability of data. Furthermore, our data redefine the transcriptome of MSNs at unprecedented resolution by confirming established marker genes, resolving inconsistencies from previous gene expression studies, and identifying novel subtype-specific marker genes in this important cell type.

## Introduction

The structural complexity of the human brain presents challenges to a mechanistic understanding of its development and function. Single-cell transcriptomics hold great promise in resolving heterogeneous tissues at cellular resolution and providing insights into cell type-specific aspects of brain function in healthy and disease states. The technology reached a mature level with integration of RNA sequencing technology and application to the study of neuronal and non-neuronal tissues is taking off rapidly including initiatives toward building a cell atlas of the body (Ecker et al., 2017; Rozenblatt-Rosen et al., 2017). In the adult central nervous system (CNS) however, application of single-cell RNA sequencing (scRNA-Seq) has largely focused on regions with well-characterized neuronal circuit architecture, including the cerebral cortex (Zeisel et al., 2015; Tasic et al., 2016) (for review see Molyneaux et al., 2007). About neuronal cell types beyond the cerebral cortex much less is known. Single-cell data available from CNS regions other than cortex include striatal medium spiny neurons (MSN). However, with the exception of a recent report by Gokce et al. (2016) using scRNA-Seq across striatal cell types (Gokce et al., 2016), these studies provide limited transcriptome coverage due to their reliance on multiplexed qPCR technology (Portmann et al., 2014; Fuccillo et al., 2015). This level of understanding is imperative as many subcortical neuronal subtypes including striatal MSN support critical information processing and have been implicated in various neurological disorders. Striatal MSN expressing either D1 or D2 dopamine receptors form the entry-point to the two functionally antagonistic neuronal pathways of the basal ganglia (Kravitz et al., 2012) (for review see Kreitzer and Malenka, 2008). D1 MSN project along the direct basal ganglia pathway to the internal globus pallidus and substantia nigra pars reticulata, major output structures of information processing through the basal ganglia nuclei. The direct pathway has been referred to as providing positive signals of re-enforcement that increase the likelihood for initiation of behaviors. D2 MSN project along the indirect basal ganglia pathway through the external globus pallidus and subthalamic nucleus. The indirect pathway is thought to provide an inhibitory signal referred to as avoidance or punishment that reduces the likelihood of action initiation. Both MSN subtypes are strongly modulated by dopamine, the striatal release of which shifts the balance between the direct and indirect pathway through activation of G_αs_-coupled D1 receptors and G_αi_-coupled D2 receptors. In this context, MSN function and imbalance is highly relevant to disorders of the basal ganglia and the dopamine system including Huntington’s disease, Parkinson’s disease, drug addiction, schizophrenia, ADHD and other psychiatric and neurodegenerative conditions.

Based on their critical importance it is of great interest to understand the molecular composition of the different MSN subtypes in order to gain mechanistic insights to function and derive drug targets to treat dysfunction. Thus, MSN have been the focus of previous studies attempting to resolve their subtype-specific transcriptome (Heiman et al., 2008). Until recently, BacTRAP technology has provided the most comprehensive differential gene expression profiles between D1 and D2 MSN (Doyle et al., 2008). The technology made use of an EGFP-tagged ribosomal subunit (L10) to isolate cell type-specific pools of translated mRNAs from whole tissue extracts. Despite a high degree of overlap with known MSN subtype-specific marker genes and valuable extension of transcriptome understanding, BacTRAP data sets displayed differentially expressed genes between D1 and D2 MSN that are not easily reconciled with other available gene expression data from striatum, including ISH data from the Allen Brain Atlas (Lein et al., 2007). For example, the transcription factor Lhx8 was reported as D2 MSN-specific although other studies suggested that this gene is pivotal for development of cholinergic interneurons in striatum and not co-expressed with Darpp32, a marker specifically expressed by MSN (Zhao et al., 2003; Mori et al., 2004; Fragkouli et al., 2009). Also, reported D1 MSN-specific expression of the Cholinergic Receptor, Muscarinic 4 (*Chrm4*) was not confirmed by BACTRAP technology (Bernard et al., 1992; Yan et al., 2001), while genes previously thought to be exclusive to glutamatergic projection neurons, including the known cortical excitatory marker *Tbr1*, were reported to be specific to D1 MSN (Schuurmans et al., 2004; Guillemot et al., 2006; Hevner et al., 2006). These inconsistencies raised the possibility of false negative and false positive differentially expressed genes between D1 and D2 MSN subtypes as a result of technologies that lack single-cell resolution.

A major reason for the limited availability of single-cell data from the adult brain is the technical challenge of isolating single cells in the first place, associated with the heavy interconnectivity of neurons that form both local networks and distant projections within and beyond the brain. Specific factors that contribute to this challenge in single cell isolation include the severe disruption of cellular connectivity, the time frame needed to proceed from isolation of the brain to the generation of cDNA from the minute amounts of RNA in a single cell (typically 1–10 pg), and the reproducibility of specific steps in current single-cell isolation procedures. Several groups have presented protocols for extraction of intact cells from adult rodent brain (Rusznák et al., 2001; Kuehl-Kovarik et al., 2003; Bergmann et al., 2005; Okada et al., 2011; Legroux et al., 2015). Some protocols aimed at isolation of major CNS cell types including hippocampal pyramidal neurons and striatal MSN for the purpose of primary neuronal cell culture have a strong focus on cell viability. Therefore, they may present an ideal starting point for single-cell transcriptomics (Brewer and Torricelli, 2007; Ena et al., 2013). Many protocols include common steps to obtain single cells from adult rodent brain as a starting point. First, acute brain slices are generated using a vibrating microtome (vibratome) followed by manual dissection of the brain regions of interest. Second, enzymatic digestion loosens the extracellular matrix and prepares the cells for the next step of mechanical trituration. Third, mechanical trituration using repeated pipetting of pieces of tissue results in a single-cell suspension ready for collection of single cells by fluorescence-activated cell sorting (FACS) or other methods. Particularly, the third step involving mechanical trituration by Pasteur pipettes fire-polished to different inner diameters is a major impediment to standardization across labs due to highly subjective parameters of manual fire-polishing, and trituration force/intensity applied.

A further challenge to single-cell isolation from adult brain is the high fraction of debris particles from fragmented myelin and neuropil. This is in contrast to cell cultures or embryonic brain from which the majority of isolated particles are relatively intact cells. The fact that a minor fraction of the adult brain’s cellular material constitutes actual cell bodies after dissociation highly reduces the efficacy of single-cell isolation by FACS. Some groups have tried to work around this problem by adding an additional step to their isolation protocol involving a density gradient centrifugation with the aim of enriching for cell bodies while reducing debris (Brewer and Torricelli, 2007; Ena et al., 2013). However, a systematic assessment of the efficacy and usefulness of each of the many steps involved in single cell isolation is, to our knowledge, lacking.

Finally, some brain structures are not easily identified due to the absence of visible anatomical landmarks. This can render precise and reproducible isolation of specific nuclei for single-cell analysis impossible or requires additional steps of tissue-fixation for laser-dissection/capture. Ideally, a cell labeling method in anatomically less well-defined brain structures would allow use of established methods of stereotaxic surgery including commonly used coordinate systems from standard brain atlases.

In summary, all these factors have an impact on efficacy and reproducibility of single-cell isolation from specific regions of the adult brain tissue. As a consequence, they affect comparability of currently established scRNA-Seq data sets in the field, and this despite increased efforts for standardization and improved QC steps in the actual scRNA-Seq protocols. Therefore, development of efficient, reproducible methods for isolation, enrichment and unambiguous identification of cell somas from brain tissue are highly needed.

Here we designed a protocol for efficient and reproducible single cell isolation from adult rodent brain and determine the factors that define these criteria. We developed solutions to increase reproducibility of critical steps including mechanical trituration and cell sorting by FACS. We further present a method for cell labeling in precise anatomical sub-regions by using nuclear stains compatible with stereotaxic injection and standard coordinate systems used in the neuroscience field. We then applied our optimized protocol to the study of D1 and D2 MSN, specifically from dorsomedial striatum and sequenced their transcriptome by scRNA-Seq. Comparison with previous D1 and D2-specific gene expression data sets removes previously reported genes that were likely false positives and importantly, reveals several additional MSN subtype-specific genes that might be of interest for further understanding the function of this important cell type.

## Methods

### Animal Studies

All experiments were carried out in accordance with Guidelines for Animal Care and Use at Circuit Therapeutics. Animal research at Circuit Therapeutics is conducted in accordance with the National Research Council’s Guide for the Care and Use of Laboratory Animals, and the Office of Laboratory Animal Welfare’s Public Health Service Policy on the Humane Care and Use of Laboratory Animals. All research involving research animals is reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at Circuit Therapeutics Inc., United States.

Animal strains used include C57Bl6/J, and BAC-transgenic mouse lines Drd1a-TdTomato [The Jackson Laboratory, B6.Cg-Tg(Drd1a-tdTomato)6Calak/J] and Drd2-EGFP [MMRRC, Tg(Drd2-EGFP)S118Gsat/Mmnc] (Gong et al., 2003; Ade et al., 2011).

### Tissue and Single Cell Collection

Isoflurane-anesthetized animals at age 8–12 weeks were perfused with ice-cold artificial cerebrospinal fluid (ACSF). Brains were immediately dissected and mounted on a PELCO easiSlicer vibrating microtome (Ted Pella) in HABG medium containing Hibernate A (Brainbits LLC, #HA), B27 supplement (Life Technologies, #17504), and 0.5mM Glutamax (Thermo Fisher Scientific, #35050-061) (Brewer and Torricelli, 2007). All tissues were sectioned coronally. Regions of interest were dissected under a Leica M165 FC Stereomicroscope with Fluorescence (Leica), transferred to a 15 ml falcon tube with pre-warmed papain solution and immediately digested for 30 min at 30°C in 2 mg/ml papain dissolved in Hybernate A Minus Calcium medium (Brainbits, #HA-Ca), 0.125x Glutamax while gently shaking. Importantly, the papain solution also contained the cell permeable, nuclear dye to label cell bodies, either DRAQ5 (5 mM solution at 3000-fold dilution, Thermo Fisher, #PI62251) or Hoechst 33258 (10 mg/ml at 1000-fold dilution, Thermo Fisher, #H3569). Papain solution was replaced by 2 ml HABG medium and tissue pieces mechanically triturated 10 times using stainless steel needles with decreasing inner diameter (McMater-Carr, #75165A754, #75165A757, #75165A755, #75165A761). In between trituration steps, remaining tissue pieces were allowed to settle for 2 min and the top 1 ml of solution transferred through a 45 μm cell strainer to a new tube and replaced with fresh HABG medium for following trituration with the next smaller needle size.

Optional step: Collected single-cell fractions from different trituration steps were applied to density gradient adapted from Brewer and colleagues (Brewer and Torricelli, 2007) and spun at 1900 rpm (786 g) in a cooled Sorvall Legend XTR table-top centrifuge with a TX-750 bucket rotor (Thermo Fisher, #75003607) for 30 min at 4°C, applying slow acceleration/deceleration. The top layer containing HABG medium with low density particles including debris was removed.

Cells were resuspended in a total of 14 ml HABG containing a suitable dead stain, propidium-iodide (at 1000-fold dilution, Sigma-Aldrich, #P4864) if the cell-permeable label was Hoechst 33258, or DAPI (10mg/ml stock solution at 1000-fold dilution, Santa Cruz Biotechnology, #sc-3598) if the cell-permeable label was DRAQ5. Cells were precipitated by centrifugation at 1100 rpm (264 *g*) at 4°C, carefully resuspended in HABG and filtered using a 45 μm cell strainer before FACS.

For the comparison of pronase and papain treatments, the tissues for the pronase group were treated with 1 mg/ml pronase (Sigma, Cat#P6911-1G) in carbogen-bubbled ACSF for 70 min at room temperature, and as previously described (Tasic et al., 2016). DRAQ5 staining was done during the pronase digestion, comparable to the protocol using papain.

Cell sorting was performed on BD FACSAria II, BD Influx or Sony SH800 instruments. Combinations of cell-permeable (to label cell bodies) and cell-impermeable dyes (to label disrupted cells) were used according to availability of filters on each instrument and as indicated in the corresponding figures. Cells were collected into cooled 96-well PCR plates (Bio-Rad, #HSP-9601) containing 2 μl nucleic acid-free water, 2% Triton-X100, and RNAse inhibitor (Thermo Fisher Scientific, #PR-N2611). MSN included in the scRNA-Seq study originated from three independent experiments and a total of three animals.

### Stereotaxic Surgery

Stereotaxic injections were performed using a 10 μL Hamilton syringe and a 32G needle attached to a WPI Ultra Micro Pump. 8- to 12-week-old, double-transgenic Drd1a-TdTomato and Drd2-EGFP female mice were injected 150–300 nL of a mixture of India ink (20-fold dilution, Thermo Fisher, #NC9903975) and Hoechst 33258 (10 mg/ml at 100-fold dilution) diluted in physiological saline solution. Bilateral injection in the dorsomedial striatum was done using the following coordinates from bregma at skull level: M/L ± 1.5, A/P + 0.8, D/V - 3.5. Injections were followed by a 5 min waiting period to let the marker solution penetrate the tissue. After 5 min the syringe was lifted approx. 500–750 μm followed by a second 5 min period before carefully pulling out the needle completely. After injection, animals were allowed to incubate for 30 min under anesthesia before perfusion with ice-cold ACSF and collection of the brain.

### NGS Library Generation and Single-Cell RNA-Seq

The SMARTer Ultra Low Input RNA Kit for Sequencing – v3 (Clontech Laboratories, #634851) was used to generate cDNA from a single cell following the manufacturers protocol. The cDNA was then visualized and quantified using the High Sensitivity DNA assay on a 2100 Bioanalyzer (Agilent Technologies, #5067-4626). Sequencing libraries were prepared with 2ng of cDNA using the Low Input Library Prep Kit (Clontech Laboratories, #634947) following the manufacturers protocol. Final libraries were validated via the High Sensitivity DNA assay on a 2100 Bioanalyzer (Agilent Technologies, 5067-4626) and quantified by qPCR using Kapa’s Library Quantification Kit (Kapa Biosystems, #KK4824) on the 7900HT (Applied Biosystems). Libraries were pooled prior to sequencing by 75 bp paired-end reads using reagents from the MiSeq 150 cycle kit v3 (Illumina, #MS-102-3001).

### RNA-Seq Analysis

Illumina BCL files were converted and demultiplexed (bcl2fastq 2.18) using default parameters.

A custom mouse reference genome was created by adding EGFP and TdTomato sequences to the mouse reference genome mm10/GRCm38 and gene annotation version GRCm38.75. *Gpr52* was added to confirm previous findings.

Fastq files were aligned to the custom mouse reference genome (STAR 2.5.0). Sequencing and RNA quality control reports were generated (FastQC 0.11.5 and Qualimap 2.2.1). Aligned reads were summarized as gene-level counts (featureCounts 1.5.1). Pairwise differential expression was conducted between groups with the R package DESeq2 (v1.14.1).

For analysis of the data by Gokce et al. (2016) Fastq files were aligned to the mm10/GRCm38 mouse reference genome using STAR 2.5.0. Aligned reads were summarized as gene-level counts (featureCounts 1.5.1) independently for both RefSeq and Ensembl gene set annotations. Furthermore, aligned reads from cells unambiguously identified as D1 or D2 MSNs based on marker gene expression were pooled and converted into wiggle tracks using the UCSC kentUtils.

### Data Availability

All scRNA-Seq data in this study is available at Gene Expression Omnibus under the accession code GSE112177.

## Results

### Acute Single Cell Isolation From Brain

As a starting point for developing a reproducible and efficient single-cell isolation protocol from adult rodent brain we took two previous studies that aimed at extraction of major, postmitotic CNS cell types including hippocampal pyramidal neurons and striatal MSN (Brewer and Torricelli, 2007; Ena et al., 2013). **Figure 1** provides a scheme of critical steps involved in these protocols (**Figure 1**). We perfused 8- to 12-week-old wild-type mice (C57BL6/J) with ice-cold ACSF, and immediately mounted them on a vibratome for preparation of acute slices. A particularly useful resource about factors affecting health of acute brain slices is provided by http://www.brainslicemethods.com. Brain slices were then subjected to enzymatic digestion. A commonly used enzyme for digestion of adult and juvenile neural tissue is papain (Brewer and Torricelli, 2007). However, other enzymes including Proteinase type XIII and pronase have been used in similar protocols (Ena et al., 2013; Tasic et al., 2016). A comparison of tissue exposure to papain (30 min, 2 mg/ml, 30°C) and Proteinase type XIII (20 min, 1.5 mg/ml, 30°C) similar to previous reports suggested better performance of papain based on smooth cell morphology and increased viability (Supplementary Figure S1).

**FIGURE 1:**
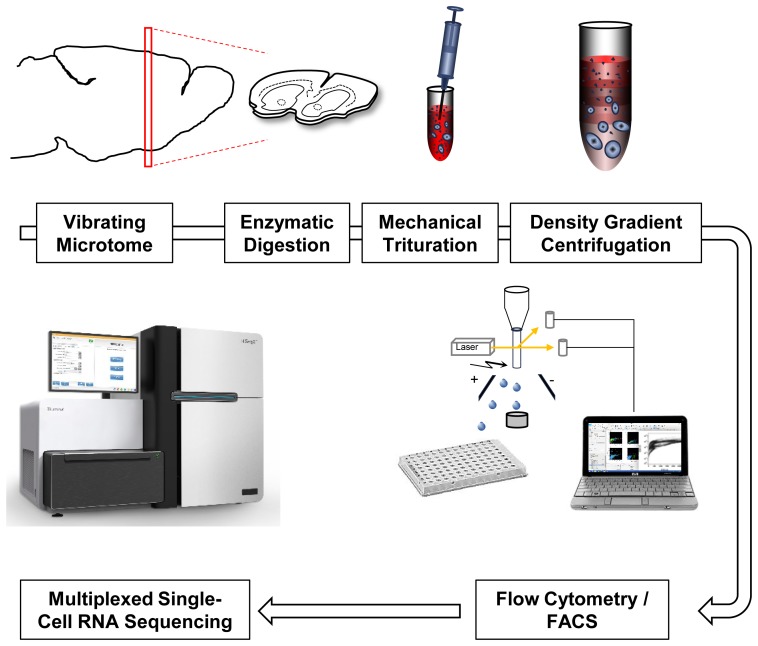
Single-cell RNA-Seq work flow. Vibratome sections are enzymatically digested and mechanically triturated resulting in a single cell suspension. Density gradient centrifugation removes cellular debris. Single cells are collected by fluorescence-activated cell sorting (FACS). After library generation and quality control, single-cell transcriptomes are sequenced using Illumina protocols.

### Assessment of Cell Viability

Next, we examined the impact of various steps in the single-cell isolation procedure on cell viability based on propidium-iodide (PI) incorporation and quantification by flow cytometry. In cell suspensions derived from blood or cell culture, the majority of obtained particles measured by flow cytometry are cell bodies. The assessment of the live/dead cell ratio is therefore directly calculated as the ratio of PI-positive (dead) particles versus all other (live) particles. In samples from adult mouse brain analyzed by flow cytometry, we noticed that (1) the majority of particles are in a size range smaller than what is usually expected from cultured cells, and (2) that instead of forming a narrow-range, distinct cloud in a typical scatter plot of forward (FSC) versus side scatter (SSC), what we perceived as cells appeared to spread across a wide size range (**Figure 2A**). This is in contrast to single-cell suspensions from cell culture that typically show a distinct cloud of cells in FSC versus SSC plots representing greater than 80% of detected particles. These observations were not unexpected given the heterogeneous cellular composition of the adult mouse brain. However, measuring a precise live/dead cell ratio required unambiguous identification of cell bodies over debris. Since every relatively intact cell body from brain is expected to contain a nucleus, we tested whether incorporation of a nuclear stain in our protocol allowed for distinction of cell bodies from debris. Most available nuclear stains are not membrane permeable (e.g., propidium-iodide and 4,6-Diamidino-2-phenylindole, DAPI) and are thus unsuitable for staining live cells. Exceptions include Hoechst 33258 (bis-Benzimide) and DRAQ5 nuclear stains (Smith et al., 1999; Lanuti et al., 2012). We determined that including either Hoechst 33258 or DRAQ5 in the 30-min enzymatic digestion of brain slices allowed for unambiguous distinction of nucleated cell bodies from debris. Application of a nuclear stain to single-cell suspensions from cultured HEK293 cells showed a superior separation of cells from debris suggesting that even in relatively homogenous samples from cell culture the isolation of cells based on nuclear stain may outperform classic FSC/SSC-based gating (**Figure 2A**). Consistent with decreasing light absorption in live tissue from UV to the far-red spectrum, DRAQ5 (maximum excitation at 646 nm) was able to separate cell bodies more efficiently from higher-range auto-fluorescent debris than Hoechst 33258 (maximum excitation at 352 nm, **Figure 2B**). In summary, our findings confirmed the considerable heterogeneity of adult brain cells in suspension across a wide size spectrum. They further suggest that the commonly applied gating for cells in an FSC/SSC plot is not practicable for sorting of cells isolated from adult mouse brain, as cell bodies and debris overlap to a considerable degree in this type of analysis.

**FIGURE 2:**
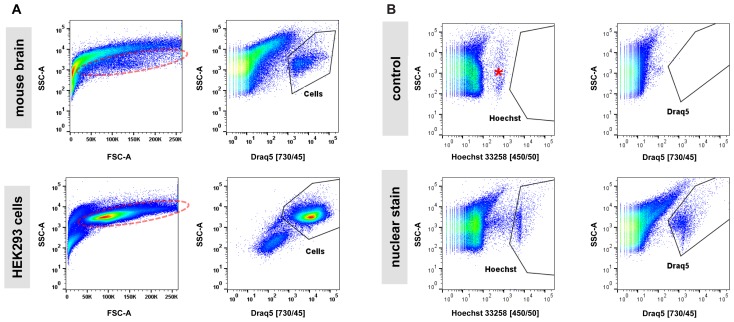
Nuclear dyes facilitate isolation of adult brain cells by FACS. **(A)** Top: Single-cell suspensions from adult brain tissue display a broad, indistinctive smear in the standard FSC/SSC plot used to identify cells by FACS due to (1) the overwhelming presence of debris from neuropil fragments and (2) the morphological diversity of CNS cell types (left). Introduction of the nuclear stain DRAQ5 allows for efficient isolation of cell bodies based on the presence of a cell nucleus (right). Bottom: Single-cell suspensions from cultured HEK293 cells allow isolation of single cells due to higher morphological homogeneity and the absence of debris present in dissociated brain tissue (left). Furthermore, a nuclear stain can enhance isolation by FACS for cultured cells (right). Photomultiplier tube (PMT) voltage for cell culture samples were set at 50% compared to adult brain cells due to the larger size of the cultured HEK293 cells. **(B)** Comparison of two common nuclear stains, Hoechst 33258 (left) and DRAQ5 (right), for single-cell isolation of adult CNS cells. Increased background fluorescence of a group of particles in the UV spectrum (asterisk) results in a lower signal/noise ratio for the nuclear dye Hoechst 33258 compared to DRAQ5.

### Parameters Affecting Cell Isolation Efficacy and Cell Viability

The addition of a nuclear stain for efficient identification and separation of cell bodies from debris enabled us to precisely assess the fraction of single cells as well as the live/dead cell ratio obtained from single cell isolation of adult mouse brain. We therefore set out for a multi-parameter analysis of our protocol including vibratome sectioning, mechanical trituration, as well as the human factor potentially playing a role in the variability of cell viability (**Figure 3A**). In order to further improve on reproducibility and because initial experiments did not indicate any consistent difference we replaced manually fire-polished Pasteur pipets with commercially available, blunt steel needles mounted on 3 ml Luer-lock syringes (not shown). Three individuals were each assigned three forebrain hemispheres of different thickness (300, 500, 800 μm) after papain digestion. All individuals applied an identical trituration protocol adapted from Brewer and Torricelli consisting of 10-times repeated trituration each with needles of decreasing inner diameter (ID 0.96, 0.81, 0.58, 0.3 mm) in a total volume of 2 ml HABG medium that replaced the papain after enzymatic digestion of the brain tissue (Brewer and Torricelli, 2007). The only additional instruction provided to the participants was to avoid foam generation due to under-pressure in the syringe, and to keep the needle tip immersed in the cell suspension at all times to avoid introducing air bubbles. After trituration with the ID 0.81 mm and ID 0.58 mm needles remaining pieces of tissue were allowed to settle for at least 2 min. Subsequently, 1 ml of surface HABG with single cells was collected and filtered through a 45 um cell strainer. To recover the total volume of 2 ml for the following trituration step, 1ml of fresh HABG was added.

**FIGURE 3:**
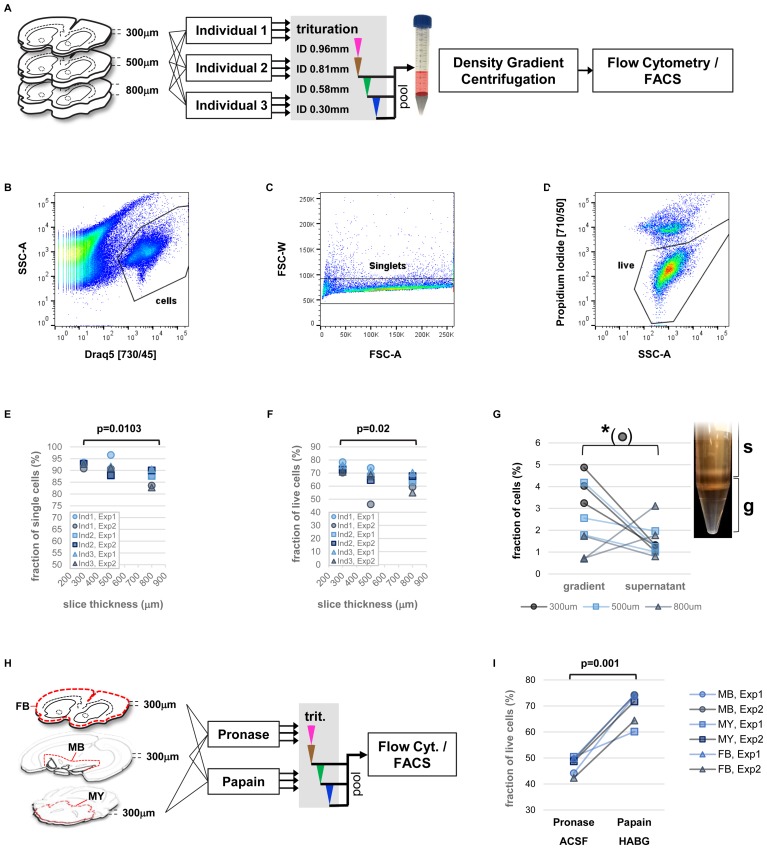
Precise measurements of critical parameters for single-cell isolation. **(A)** Schematic view of experimental design. Key variables included diameter of tissue slices and performing individual. Two independent experiments were performed. **(B–D)** Examples of flow cytometry data: identification of cell bodies (**B**, based on nuclear dye DRAQ5), singlets (**C**, within cells), and live single cells (**D**, based on propidium-iodide, within singlets). **(E,F)** Impact of tissue slice thickness, performing individual (Ind), and experiment (Exp) on yield of singlets **(E)**, and live single cells **(F)**. Nested ANOVA was performed with individuals and experiments treated as replicate groups. **(G)** Effect of density gradient centrifugation on cell enrichment versus debris. Paired *t*-test was performed. Inset shows the density gradient (g) and supernatant (s) containing cellular particles (white bands). **(H)** Schematic view of experimental design for comparison of enzyme treatment. Slices of forebrain (FB), ventral midbrain (MB), and parts of hindbrain (myencephalon, MY), were treated with papain (in HABG buffer) or pronase (in carbogen-bubbled ACSF). **(I)** Flow cytometry measurement of live single cells based on DAPI incorporation comparing treatment with papain and pronase. Two-way ANOVA.

Analysis of fractions of single cells (singlets), and live cells across parameters (slice thickness, performing individuals, experiment) by flow cytometry revealed a predominant effect of brain slice thickness on protocol performance (**Figures 3B–D**). Specifically, significant differences in the fraction of singlets and live cells were found, with highest yield for thinner brain slices (**Figures 3E,F**, nested ANOVA *p* = 0.0103 and *p* = 0.02, respectively). Despite the manual trituration steps involved, the human factor did not play a significant role. In order to assess the effect of each trituration step on the protocol performance, we repeated the experiments for comparing isolated fractions of cell suspension after each step of trituration with decreasing inner needle diameter (Supplementary Figure S2A, ID 0.81, 0.58, and 0.3 mm). The results confirmed again slice thickness the critical parameter for the fraction singlets and live cells (Supplementary Figures S2B,C, ANOVA *p* = 0.0095 and *p* = 0.03, respectively). Our findings therefore identified vibratome sectioning and brain slice thickness a critical step for optimization of cell viability during single-cell isolation from adult rodent brain.

Next, we investigated the utility of a density gradient centrifugation for removal of debris and enrichment of cell bodies. Although this step adds in the range of 30 additional minutes to the protocol (Brewer and Torricelli, 2007; Ena et al., 2013), it might provide a benefit particularly for isolation of rare cell types as it increases speed and accuracy of automated cell sorting. An enrichment of cell bodies over debris results in increased efficacy and decreased electronic abort rate due to conflicting events when collecting cells by FACS. In order to test the usefulness of a density gradient centrifugation we adapted a simplified version of a density gradient previously developed for enrichment of hippocampal pyramidal neurons (Brewer and Torricelli, 2007). The gradient consisted of two layers with distinct water/iodixanol volume ratios. This approach allowed visible separation of components from the triturated cell suspension (**Figure 3G**). Microscopic inspection further suggested that the high-density bottom layer contained an increased number of large particles compared to the material accumulating above the top layer of the gradient, which mostly contained smaller particles (Supplementary Figure S2D). Nevertheless, we visually identified smaller cells in this upper fraction. Subsequent quantification of the cell/debris ratio in both fractions by flow cytometry showed a significantly increased cells/debris ratio in the gradient layer compared to supernatant (ANOVA *p* = 0.013). However, the effect was most pronounced at thinner brain slice thickness (ANOVA interaction *p* = 0.0077). The results support our observation by microscopy that smaller cell types might be lost with debris removal by density gradient centrifugation. The findings further show that the brain slice thickness has also an impact on the efficacy of debris removal by density gradient centrifugation, possibly due to different outcome of particle size depending on starting thickness of tissue material. In general, we recommend to carefully optimize or omit density gradient centrifugation if the protocol is applied to novel cell types of unknown density or to particularly small cells.

Finally, we compared our optimized protocol to a more recent and popular protocol, which uses the enzyme pronase to support tissue dissociation (Hempel et al., 2007; Tasic et al., 2016). In this protocol, tissue slices are treated with 1 mg/ml pronase in carbogen-bubbled ACSF at room temperature for 70 min. Since it is unclear whether efficacy of different enzyme treatments might depend on tissue composition, such as ratio of gray and white matter, we compared three brain regions across the brain in this experiment, forebrain, ventral midbrain, and parts of the myencephalon (**Figure 3H**). Flow cytometry results showed an increased yield of intact cells based on incorporation of the membrane-impermeable dye DAPI for treatment with papain versus pronase (**Figure 3I** and Supplementary Figure S2E, two-way ANOVA *p*_enzyme_ = 0.001) with no significant effect across brain regions (*p*_region_ = 0.7726). This finding suggests superior performance of papain for gentle dissociation of tissue from adult rodent brain.

### Isolation of D1 and D2 MSN From Dorsomedial Striatum Based on Stereotaxic Coordinates

Next, we applied our optimized protocol to the isolation and characterization of striatal MSN. In order to specifically label MSN subtypes we used mice that express both Drd1a-TdTomato and Drd2-EGFP fluorescent reporter transgenes that label direct and indirect pathway projecting MSN, respectively (**Figure 4A**). Initial cell collection by FACS using DRAQ5 to identify cells, and EGFP and TdTomato to identify MSN subtypes, yielded high numbers of MSN and cell viability comparable to previous experiments (Supplementary Figure S3). Given that the striatum is a relatively large structure with several functional subdivisions we next tested whether we could use our nuclear labeling strategy to isolate MSN from a specific striatal subregion (Everitt and Robbins, 2005; Everitt and Heberlein, 2013). MSN in the dorsomedial part of the striatum (DMS) have been implicated in motor control through the basal ganglia circuits, in contrast to reward-related and addictive behaviors (controlled by ventral striatum) and thus may be of particular importance for motor symptoms including those found in Parkinson’s disease (Kravitz et al., 2010). In order to obtain reproducible intra-striatal region-specificity to the DMS, double-transgenic animals were injected with a mixture of India Ink and Hoechst 33258 using previously established stereotaxic co-ordinates (**Figure 4B**) (Kravitz et al., 2010). Analysis by fluorescence microscopy suggested a narrow range of nuclear labeling by Hoechst around the injection site (**Figure 4C**). The India Ink spot was used for visually guided microdissection of the DMS from acute brain slices. Hoechst 33258 allowed us to identify cells in the close vicinity of the precise injection coordinates by FACS (**Figure 4D**). Based on protocol optimization, 300 μm brain slices were prepared on the vibratome and digested with papain. Given the low cell density and high degree of interspersed white matter in the striatum, as well as the previously established density of MSN (Ena et al., 2013), we applied density gradient centrifugation to reduce the fraction of debris from the single-cell solution. Live cells were identified based on Hoechst 33258 stain and absence of propidium-iodide set against TdTomato, due to partial interference of their fluorescence spectra (**Figures 4D,E**). Finally, single D1 or D2 MSN were sorted into cooled 96-well PCR plates and immediately frozen to preserve the minute RNA amounts for scRNA-Seq.

**FIGURE 4:**
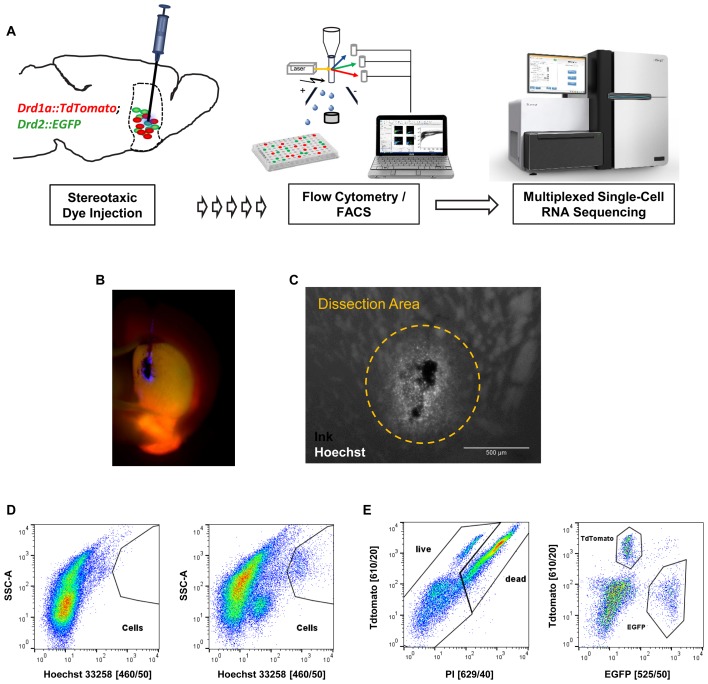
*In vivo* application of the cell isolation protocol for region-specific scRNA-Seq based on stereotaxic coordinates. **(A)** Schematic workflow for labeling cells *in vivo* in a cell type- and region-specific manner. BAC-transgenic reporters label the two major striatal MSN subpopulations based on their expression of the D1 and D2 dopamine receptors. Stereotaxic injection of the nuclear dye Hoechst 33258 allows specific labeling of cells in the DMS. Cells are isolated by FACS and RNA-Seq libraries produced for downstream Illumina sequencing. **(B)** Fluorescence microscopy image of a coronal section showing the right hemisphere of a double transgenic animal injected with a mixture of India ink (for visual guidance of tissue dissection) and Hoechst 33258 in the dorsomedial striatum. **(C)** Magnified view of an injection site. Note that the small molecule Hoechst 33258 spreads slightly further than the larger carbon particles contained in India ink. The approximate dissection area is indicated. **(D)** FACS data (comparable particle numbers) showing nuclear stain by Hoechst 33258 from a non-injected C57BL/6 control animal (left) and an injected double-transgenic animal (right). **(E)** Left: cells based on Hoechst 33258 gating shown in **(D)** assayed for cell death based on propidium-iodide (PI). Due to partial overlap of TdTomato and propidium-iodide with available filters, the gating was done setting TdTomato against propidium-iodide channels. Right: live cells based on left panel show Drd1a-TdTomato and Drd2-EGFP labeled MSN subpopulations within the dorsomedial striatum.

### Single-Cell RNA-Seq From MSN of the Dorsomedial Striatum

We sought to molecularly characterize freshly isolated cells using our now standardized methods. To do so we decided to focus on RNA sequencing using a single cell approach. ScRNA-Seq methodologies are rapidly maturing especially in the area of specialized equipment to process the single cell suspensions. In our case, we decided to utilize well-plate based processing of each individual cell (Picelli et al., 2013). This approach has the drawback of increased cost and labor time associated with each sequenced cell but has the potential for lower bias as each cell that can be sorted by FACS into a well is able to be processed. Furthermore, the well-plate-based approach preserves potentially valuable flow cytometry data for each individual cell that can be used for cell characterization, such as fluorescent labels. We attempted to sequence 80 single cells and generated usable data from 77 cells (96%) with a median sequencing depth of 3.39 million reads per cell with 76.47% of reads aligning uniquely to the mouse genome (see Methods for details).

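Cells of the dorsomedial striatum of mice carrying both the Drd1a-TdTomato and the Drd2-EGFP reporter were sorted by FACS into wells, and cDNA was made from each cell and sequenced. The values analysed here are the TPM (transcripts scaled to a fixed total per cell) that the authors deposited for each gene and cell. The paper's text names STAR for alignment to mm10/GRCm38 and featureCounts for gene counts, and does not name how the TPM were made. TPM keep no count of reads, so the depth behind a value is unknown here and a value of 0 is given as listed at 0. The table held 25160 genes and 80 cells, of which 40 were labelled Drd1a-TdTomato and 40 Drd2-EGFP. The paper's text does not name the cells without usable data, and all 80 cells were kept. Each listed gene was above 0 in at least 1 cell. The TPM of a cell summed to between 506588 and 958040, with a median of 852943, so part of each cell's total lay on features outside the listed genes. Between 648 and 8657 genes per Drd1a-TdTomato cell were above 1 TPM (median 5722), and between 1215 and 10912 per Drd2-EGFP cell (median 4946). Plate FACS051_5 held 18 cells of each group, plate FACS086_4 held 21 Drd1a-TdTomato and 19 Drd2-EGFP cells, and plate FACS086_9 held 1 and 3. The labels name no animal, and cells of 1 animal are not replicates of each other. Each group was therefore taken as 1 sample, no test was made, and differences were set beside the same difference within each large plate. For each gene, the log2 fold was that of the mean TPM plus 1 in D1 MSN over the mean TPM plus 1 in D2 MSN. Shares of cells are of those above 1 TPM, with 95% exact (Clopper-Pearson) intervals that cover counting error only. D1 MSN below are the 40 Drd1a-TdTomato cells, and D2 MSN are the 38 Drd2-EGFP cells without 2 cholinergic interneurons.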

Given the previously described high variability and sparseness of single-cell gene expression data from adult CNS neurons (Zeisel et al., 2015), we first assessed whether our cell numbers for presumably homogeneous cell types allowed us to comprehensively measure the transcriptome (**Figure 5A**). Randomized sub-sampling of different numbers of cells and subsequent extrapolation suggests that with 40 single cells we capture greater than 95 percent of the transcriptome for both D1 and D2 MSN (**Figure 5A**). 

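In the 40 D1 MSN, 21098 genes were above 1 TPM in at least 1 cell, and in the 38 D2 MSN 20213 genes were. Cells were also drawn at random, with 100 draws for each number of cells. A single D1 MSN had 5569 genes on average, 10 cells had 15785 genes (14378 to 16794 over the draws) and 20 cells had 18506. For D2 MSN the averages were 4880 genes for a single cell, 14927 genes for 10 cells (13032 to 16562) and 17834 for 20. The total was extrapolated with the Chao2 estimator, which uses the numbers of genes found in only 1 and in only 2 cells. It gave 24104 genes for D1 MSN and 23224 for D2 MSN, so that 87.5% and 87.0% of the estimated total had been found. Of the genes found, 3531 (16.7%) were above 1 TPM in a single D1 MSN and 3676 (18.2%) in a single D2 MSN. Above 1 TPM in at least 50% of the cells were 3919 genes in D1 MSN and 3237 in D2 MSN. With the asymptote of a Michaelis-Menten curve as the total, the share was 94.7% for D1 MSN and 92.1% for D2 MSN.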

Examination of the fluorescent reporter gene expression for Drd2-EGFP and Drd1a-Tdtomato further suggested specificity to the respective MSN subtype (**Figure 5B**). This specificity was also reflected by the comparison of fluorescence as measured during FACS and fluorescent reporter gene counts as measured with scRNA-Seq (**Figure 5C**), confirming the validity and specificity of our cell labeling and isolation approach. 

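The FACS fluorescence of each sorted cell was compared between the groups. In the EGFP channel, Drd2-EGFP cells measured 502 to 1765 arbitrary units (median 865) and Drd1a-TdTomato cells 13 to 213 (median 50). In the TdTomato channel, Drd1a-TdTomato cells measured 1001 to 4451 (median 2634.5) and Drd2-EGFP cells 25 to 261 (median 98.5). Since the paper used EGFP and TdTomato in the sort to tell the subtypes apart, a gap between the groups in these channels is set by the sort and does not test how specific the reporters are. The highest EGFP value and the lowest TdTomato value among Drd1a-TdTomato cells both belonged to the cell in well D04 of plate FACS051_5. Transcripts of the reporters were not analysed here.

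**Figure D1:**
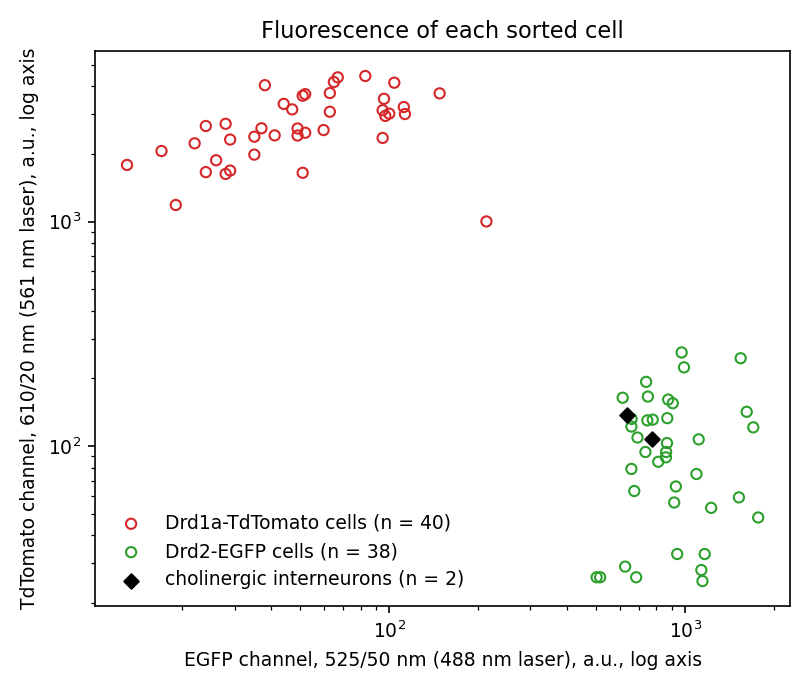
FACS fluorescence of each of the 80 sorted cells in arbitrary units, with the EGFP channel on the horizontal and the TdTomato channel on the vertical log axis. Each symbol is 1 cell; the Drd1a-TdTomato cells lie at or below 213 in the EGFP channel, and the Drd2-EGFP cells at or above 502.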

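For each of the 80 cells, log2 of TPM plus 1 was taken over the 100 genes with the largest difference of its mean between Drd1a-TdTomato and Drd2-EGFP cells, centred and not scaled. The first principal component (PC1) held 19.5% of the variance and the second 9.68%. On PC1, D1 MSN lay between -22.3 and 6.11 (median -14.2) and D2 MSN between 7.50 and 20.8 (median 13.7), measured from the midpoint of the group means. On the other group's side of that midpoint lay 2 cells, both Drd1a-TdTomato, in well D04 of plate FACS051_5 and well B02 of plate FACS086_4. The genes were picked by the groups' labels, so part of the separation is built in. With the 1000 most variable genes, picked without the labels, PC1 held 14.8% and 49 cells lay on the other side. PC1 of these genes thus did not follow the subtypes. Later components were not judged, so a separation along them is not ruled out. Genes were also picked, and the component and midpoint fitted, on 1 large plate alone, with the other cells projected. With FACS051_5 so used, 13 of the 44 cells of the other plates lay on the other side, all of them Drd2-EGFP cells. With FACS086_4 so used, 13 of the 36 cells of FACS051_5 did.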

Principal component analysis (PCA) using the top-100 most differentially expressed genes between the two MSN subtypes visually separated both MSN subtypes along their subtype identity (**Figure 5D**). In addition, PCA identified two Drd2-EGFP expressing cells as striatal cholinergic interneurons, based on their expression of choline-acetyltransferase (*Chat*). 

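Chat, on chromosome 14 of GRCm38 from 32408203 to 32465989, stood at 347 TPM in the cell in well A08 and 307 TPM in the cell in well B02 of plate FACS051_5. The highest value in the other 38 Drd2-EGFP cells was 10.8 TPM, and in the 40 Drd1a-TdTomato cells 14.7 TPM. A value above 100 TPM, chosen after the values were seen, was used to name the 2 cells. On PC1 the cells lay at 3.68 and 3.86, nearer to the D1 MSN than each of the 38 D2 MSN. Drd2 was at 97.2 TPM in the cell in A08 and 79.5 TPM in the cell in B02. Of other genes of cholinergic neurons, Slc18a3 was at 421 and 293 TPM and Slc5a7 at 485 and 699 TPM, each above 1 TPM in 1 of the 78 MSN. Ecel1 was at 651 and 1221 TPM. Gbx2 was at 131 TPM in the cell in B02 and listed at 0 in the cell in A08. With 10912 and 10251 genes above 1 TPM, these cells held the highest numbers of the Drd2-EGFP group.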

The appearance of Chat interneurons within the Drd2-EGFP expressing population was not surprising as the expression of the *Drd2* gene in this rare striatal interneuron type is well documented (Le Moine et al., 1990; Weiner et al., 1991). These two cells were excluded from subsequent analyses aimed at elucidating features of MSN subtypes. Also, PCA did not identify additional distinguishable subpopulations within the D1 and D2 MSN subtypes justifying their consideration as relatively homogeneous cell types for subsequent analyses. 

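A PCA within each subtype was added after the data were seen, over the 1000 genes most variable in that subtype. In D1 MSN the first component held 11.6% of the variance and the second 4.73%. The cell farthest along the first component, in well B02 of plate FACS086_4, lay at 104, and the next cell at 77.5. That cell had 648 genes above 1 TPM, the fewest of the 80. In D2 MSN the first component held 18.2% and the second 3.73%. Its farthest cell, in well A12 of plate FACS086_9, lay at 106 with the next at 76.6, and had 1215 genes above 1 TPM. The median position of D2 MSN on this component was -47.8 for plate FACS051_5 and 4.51 for plate FACS086_4, and that of D1 MSN on theirs -11.9 and -1.66. Among the Drd1a-TdTomato cells, the cell in well D04 of FACS051_5 had Drd1 at 2.03 TPM, against a median of 189 TPM in the others, and Aldoc at 10427 TPM. It was kept among the D1 MSN in the values given here.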

Finally, we examined differential expression of known MSN subtype markers that have been reported to distinguish D1 and D2 MSN (**Figure 5E**). 

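The following markers are the genes Drd1 (Drd1a), Pdyn, Tac1 and Chrm4 for D1 MSN, and Drd2, Adora2a, Penk (Penk1) and Gpr6 for D2 MSN. Drd1, on chromosome 13 of GRCm38 from 54051183 to 54055705, averaged 195 TPM in D1 MSN and 0.455 TPM in D2 MSN, a log2 fold of 7.07. It was above 1 TPM in 38 of 40 D1 MSN (95% interval 83.1% to 99.4%) and 3 of 38 D2 MSN (1.66% to 21.4%). Pdyn (chromosome 2, 129686565 to 129699844) averaged 156 TPM in D1 MSN and 0.218 TPM in D2 MSN, a log2 fold of 7.01, and was above 1 TPM in 22 D1 MSN (38.5% to 70.7%) and 2 D2 MSN (0.644% to 17.7%). Tac1 (chromosome 6, 7554879 to 7565834) averaged 1478 and 69.5 TPM, a log2 fold of 4.39. Above 1 TPM were 39 D1 MSN and 22 D2 MSN. The D2 mean of Tac1 rests mainly on cells at 1218, 1082 and 192 TPM, and its D2 median was 1.37 TPM. With the difference of mean log2 values, the fold of Tac1 was 7.53. Within plates its log2 fold was 7.66 on FACS051_5 and 4.30 on FACS086_4. Chrm4 (chromosome 2, 91927249 to 91928688) was above 0 in 1 of 40 D1 MSN, at 96.6 TPM, and listed at 0 in all D2 MSN, so no fold is given. Drd2 (chromosome 9, 49340627 to 49408177) averaged 0.171 TPM in D1 MSN and 50.0 TPM in D2 MSN, a log2 fold of -5.45, and was above 1 TPM in 26 of 38 D2 MSN (51.3% to 82.5%) and 2 D1 MSN. Adora2a (chromosome 10, 75316877 to 75334784) averaged 0.108 and 91.9 TPM, a log2 fold of -6.39, with 31 D2 MSN (65.7% to 92.3%) and 1 D1 MSN above 1 TPM. Penk (chromosome 4, 4133531 to 4138819) averaged 120 and 12438 TPM, a log2 fold of -6.69. Most of the D1 mean came from 1 cell, at 3676 TPM in well C06 of FACS051_5. With the difference of mean log2 values, the fold was -9.09. Penk was above 1 TPM in each of the 80 cells, with a median of 11.4 TPM and a lowest value of 1.67 TPM in D1 MSN. The cholinergic interneurons had Penk at 8.05 and 8.33 TPM, so such a low level was also seen outside MSN. Within plates the log2 fold of Penk was -6.16 on FACS051_5 and -9.28 on FACS086_4. Gpr6 (chromosome 10, 41069977 to 41072285) averaged 0.140 and 202 TPM, a log2 fold of -7.48, with 30 D2 MSN (62.7% to 90.4%) and 0 D1 MSN (up to 8.81%) above 1 TPM. On the large plates, Drd1 had folds of 7.04 and 7.03, Pdyn 7.16 and 6.88, Adora2a -7.13 and -5.62, and Gpr6 -7.80 and -7.29, FACS051_5 given before FACS086_4. Drd2 had a fold of -5.07 on FACS051_5 and was listed at 0 in all 21 D1 MSN of FACS086_4. Plate FACS086_9 holds too few cells for a fold to be read. Among the alternatives, the fold of Tac1 moved most and changed its sign, to -2.03, with TPM rescaled to each cell's upper quartile of widely found genes. The D2 MSN with Tac1 at 1218 TPM, in well A12 of FACS086_9, had only 1215 genes above 1 TPM. The rescaling takes each cell's factor from its own upper quartile, and it was not run without this cell. Without the rescaling, leaving out cells with fewer than 2000 genes gave a Tac1 fold of 5.23. For the other markers, the largest move under an alternative set before the data were examined was that of Gpr6, to -4.39, with a pseudocount of 10 TPM.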

Log2 fold expression (D1 over D2 MSN, with DESeq2-adjusted p) for *Drd1a* (9.71, *p* = 1.8E-131), *Pdyn* (9.47, *p* = 3.31E-28), *Tac1* (5.97, *p* = 9.64E-21), and *Chrm4* (8,42, *p* = 2.52E-6) in D1 MSN, and *Drd2* (-7.90, *p* = 3.83E-16), *Adora2a* (-9.76, *p* = 6.57E-39), *Penk1* (-6.41, *p* = 9.37E-36), and *Gpr6* (-11.03, *p* = 6.95E-38) in D2 MSN is largely consistent with previously established knowledge of the two MSN subtypes(Gerfen et al., 1990; Schiffmann and Vanderhaeghen, 1993; Hersch et al., 1995; Ince et al., 1997; Lobo et al., 2006).

**FIGURE 5:**
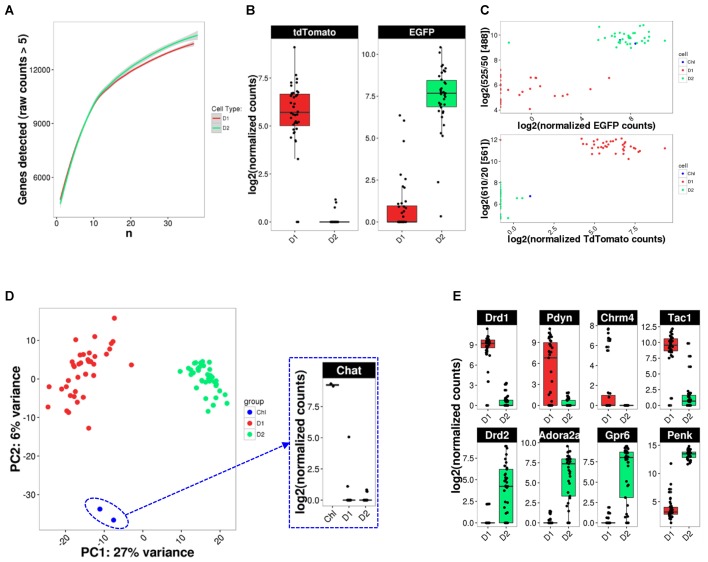
scRNA-Seq analysis identifies cell types. **(A)** Random down-sampling of cell numbers reveals relationship between stochasticity of gene expression in single cells and comprehensiveness of transcriptome capture with increasing cell numbers. Random sampling of defined cell numbers was repeated five times. **(B)** BAC-transgene expression in D1 and D2 MSN. **(C)** Comparison of reporter transgene fluorescence and mRNA levels. **(D)** PCA analysis for cell type identification reveals two *Drd2*-expressing cholinergic interneurons (ChI). Inset: *Chat* expression confirms cholinergic interneuron identity. **(E)** Box plots for previously reported MSN subtype-specific marker genes confirm subtype identity of analyzed MSN.

### Comparison of scRNA-Seq Data to Population-Based MSN Reference Data

We next compared our scRNA-Seq data with previous, population-based reference microarray data for MSN subtypes. This allowed us to establish (I) how single-cell resolution data compares to population-based technologies and (II) whether single-cell data is able to reveal novel MSN subtype-specific genes that might be of interest for understanding MSN biology and potential therapeutic avenues in conditions involving MSN dysfunction. BacTRAP technology, which emerged from a combination of modified BAC-transgenes and translating ribosome affinity purification (TRAP), is currently the most cell type-specific, population-based gene expression technology (Doyle et al., 2008). Using BacTRAP mouse lines for *Drd1*-expressing (EGFPL10a, line CP73) and *Drd2*-expressing (EGFP-L10a, line CP101) CNS cell types, respectively, Heiman et al. (2008) have unearthed a wealth of previously unknown D1 and D2 MSN-specific genes and established a standard reference transcriptome for these two cell types.

We therefore compared differential gene expression lists from our scRNA-Seq experiment with the genes they reported as significantly differentially expressed between D1 and D2 MSN [**Figure 6A**, adjusted *p* < 0.05, Supplementary Table S2 of Heiman et al. (2008)]. Overall, we found a positive correlation for 20 genes that were reported significantly differentially expressed between D1 and D2 MSN by both data sets (*R*^2^ = 0.84). Although low in numbers, these overlapping genes between studies contain major known MSN subtype-specific markers including *Drd1a*, *Pdyn*, and *Tac1* for D1 MSN, and *Drd2*, *Adora2a*, *Penk1*, and *Gpr6* for D2 MSN (**Figures 6B,C**). However, the correlation was considerably lower when we compared all genes reported significant by BacTRAP, and also included by scRNA-Seq (*R*^2^ = 0.353, not shown). This was due in large part to a group of at least 83 genes that were not detected as significantly differentially expressed between D1 and D2 MSN by scRNA-Seq (**Figure 6D** and Supplementary Table S1). Furthermore, 49 of these 83 genes reported by Heiman et al. (2008) were not expressed at all in MSN according to our scRNA-Seq data. These discrepancies could suggest that by using scRNA-Seq we had missed a major group of MSN subtype-specific genes. 

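For the 20 genes named in Fig. 6B, the mean TPM was higher in the subtype that the figure gives for each of them, and this held within both large plates. Genes of this group that are not among the markers above follow. Isl1 (chromosome 13 of GRCm38, 116298281 to 116309689) had a log2 fold of 6.17 and was above 1 TPM in 24 D1 MSN and 1 D2 MSN. It stood at 208 and 343 TPM in the cholinergic interneurons, and with these kept in the Drd2-EGFP group its fold was 2.40. Slc35d3 (chromosome 10, 19847916 to 19851459) had a log2 fold of 5.94, with 26 D1 MSN and 0 D2 MSN above 1 TPM (up to 9.25%). Sfxn1 (chromosome 13, 54071869 to 54108342) averaged 934 TPM in D1 MSN and 31.9 TPM in D2 MSN, a log2 fold of 4.83. The log2 fold was 3.78 for Fxyd7, 3.50 for Ebf1 and 2.82 for Dgkz. That of Resp18 was 1.99 over all cells, 0.21 on FACS051_5 and 5.79 on FACS086_4, with 7 D1 MSN and 3 D2 MSN above 1 TPM. Sntg2 (chromosome 12, 30174482 to 30373375) was above 1 TPM in 11 D1 MSN and listed at 0 in all D2 MSN. Higher in D2 MSN were Nt5e with a log2 fold of -3.96, B3gat1 with -2.89 and Grik3 with -2.79. Nt5e was above 1 TPM in 13 of 38 D2 MSN and 4 of 40 D1 MSN, and Grik3 in 15 and 1.

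**Figure D2:**
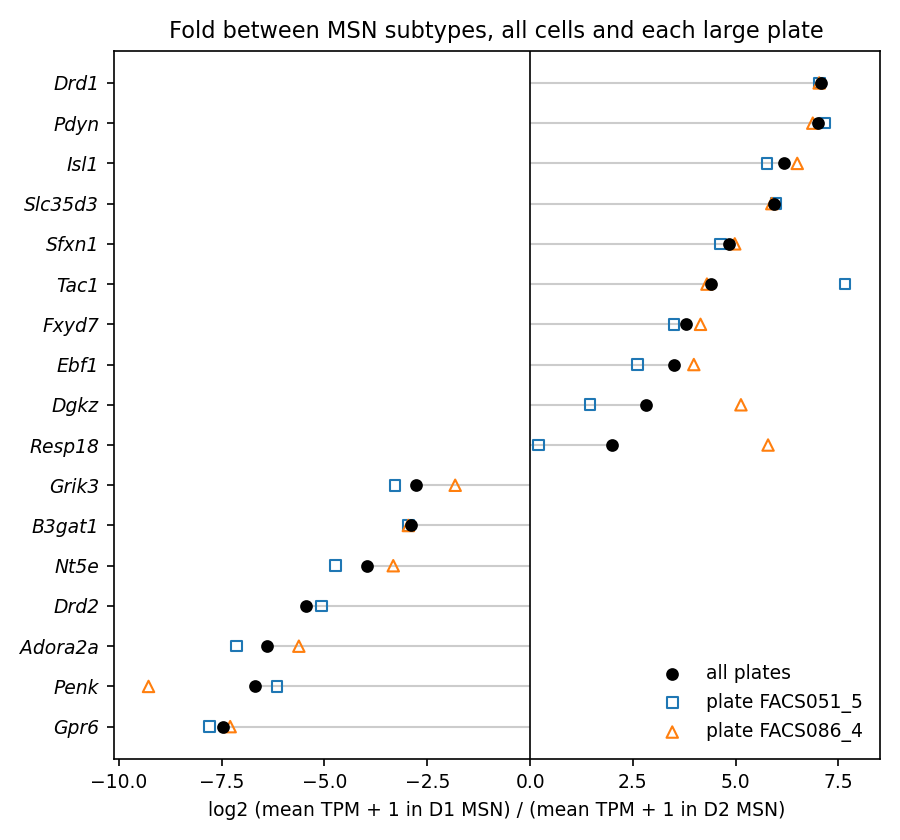
Log2 fold of the mean TPM plus 1 in D1 MSN over D2 MSN for genes of Fig. 6B, over all plates (filled circles) and within plates FACS051_5 (squares) and FACS086_4 (triangles); Sntg2 has no fold, and Drd2 none within FACS086_4. Symbols right of 0 are higher in D1 MSN, and the plates lie farthest apart among the genes shown for Resp18, at 0.21 and 5.79.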

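Of the 83 genes in Table S1, 72 were matched in the table of TPM, 68 by symbol and 4 by Ensembl identifier (Cmbl, Efhd2, Tcfl5 and Tpbgl). The other 11 were not matched, and nothing is given for them. In 16 of the 72 genes, D1 MSN or D2 MSN were listed at 0 in all cells, and no fold is given. Over the other 56 genes, the median log2 fold of D1 MSN over D2 MSN was 0.12, and the folds lay between -2.75 and 2.95. For 32 of them the fold was at most 1 in size, for 15 it was above 1 and for 9 it was below -1. Of the 72, 35 genes averaged under 1 TPM over the MSN and 14 at least 10 TPM. These folds were not tested, for the lack of replicate samples.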

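Among the 72 matched genes of Table S1, 0 were listed at 0 in every one of the 78 MSN. The table of TPM lists only genes above 0 in at least 1 of the 80 cells, so this count could hardly be higher. At most 1 TPM in every MSN were 7 genes (3110035E14Rik, Arhgap15, C1ql3, Cplx3, Lhx8, Tpbgl and Zfpm2). Above 1 TPM in fewer than 5% of the MSN were 36 genes, the alternative limit that moved the count most. At the other end, 3 genes were above 1 TPM in at least 50% of the MSN, Tomm70a in 72 cells and Mbd2 and Necab1 in 39 cells each. These genes are named because of their values. With plate FACS051_5 left out the count at 0 was 14, and with FACS086_4 left out 11.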

We therefore analyzed these potentially false negatives in our scRNA-Seq data by comparing with an independent gene expression database, the Allen Brain Atlas (Lein et al., 2007). Based on this comparison, we noticed distinct patterns for reportedly D2 MSN-specific genes and D1 MSN-specific genes, respectively, that were not identified by scRNA-Seq. For the top-D2 MSN specific genes reported by BacTRAP technology and not identified by scRNA-Seq, *in situ* hybridization by the Allen Institute for Brain Science showed a sparse expression pattern in striatum that is not reminiscent of MSN (not shown), but rather of a rare striatal interneuron subtype, such as cholinergic interneurons. This was further corroborated by confirming their expression in the two cholinergic interneurons that were identified by PCA (**Figure 6E**, compare also to **Figure 5D**). These genes included *Lhx8*, which encodes a transcription factor important for striatal cholinergic interneuron development. 

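Lhx8 (chromosome 3 of GRCm38, 154306294 to 154330659) was at 399 TPM in the cholinergic interneuron in well A08 and 494 TPM in that in well B02. It was above 1 TPM in 0 of the 78 MSN, which allows a share of up to 4.62%, and its highest value in an MSN was 0.978 TPM. Slc10a4 (chromosome 5, 73006883 to 73012955) was at 851 and 1205 TPM in the same cells and above 1 TPM in 1 MSN (1.28%, interval 0.0325% to 6.94%), at 2.67 TPM. Counting values above 0 moved the shares most, to 6.41% of the MSN for Lhx8 and 7.69% for Slc10a4. For Lhx8 and Slc10a4 the highest MSN value was in well B12 of FACS051_5, the plate that also held the cholinergic interneurons. With 2 interneurons, the spread between cells of this type is known only from these pairs of values. From the sparse pattern of such genes by in situ hybridization, to which it adds their expression in these cells, the paper proposes that they mark a rare striatal interneuron subtype and not MSN.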

For the 8 top-D1 MSN-specific genes reported by BacTRAP technology and not identified by scRNA-Seq, *in situ* hybridization by the Allen Institute for Brain Science suggests absence of expression in striatum, but high expression levels in cerebral cortex, particularly including layers L5 and L6 (**Figure 6F** and Supplementary Figure S4). These observations suggest that this group of 83 genes previously reported as MSN subtype-specific may not represent false negatives in our scRNA-Seq data, but are actually not differentially expressed between or not expressed at all in the D1 and D2 MSN subtypes.

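Of the genes shown in Fig. 6F, Tbr1, Neurod6, Cadps2, Nr4a2, Nrn1 and Cplx3 were matched in the table of TPM, and Nov and Prss12 were not matched. Tbr1 (chromosome 2 of GRCm38, 61802930 to 61814114) was above 1 TPM in 9 of 40 D1 MSN (10.8% to 38.5%) and 8 of 38 D2 MSN (9.55% to 37.3%). Its log2 fold was 1.53, with 0.27 on FACS051_5 and 1.96 on FACS086_4, and its highest value was 145 TPM in a single D1 MSN. Cadps2 (chromosome 6, 23262773 to 23839421) was above 1 TPM in 10 D1 MSN (12.7% to 41.2%) and 2 D2 MSN, a log2 fold of 1.63. Neurod6 was above 1 TPM in 10 D1 MSN and 6 D2 MSN, and no MSN exceeded 6.51 TPM. Nr4a2 was above 1 TPM in 5 D1 MSN and 3 D2 MSN, and Nrn1 in 1 D1 MSN. Their log2 folds were 0.20 for Neurod6, 0.18 for Nr4a2 and 0.02 for Nrn1. Cplx3 was above 1 TPM in 0 MSN.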

**FIGURE 6:**
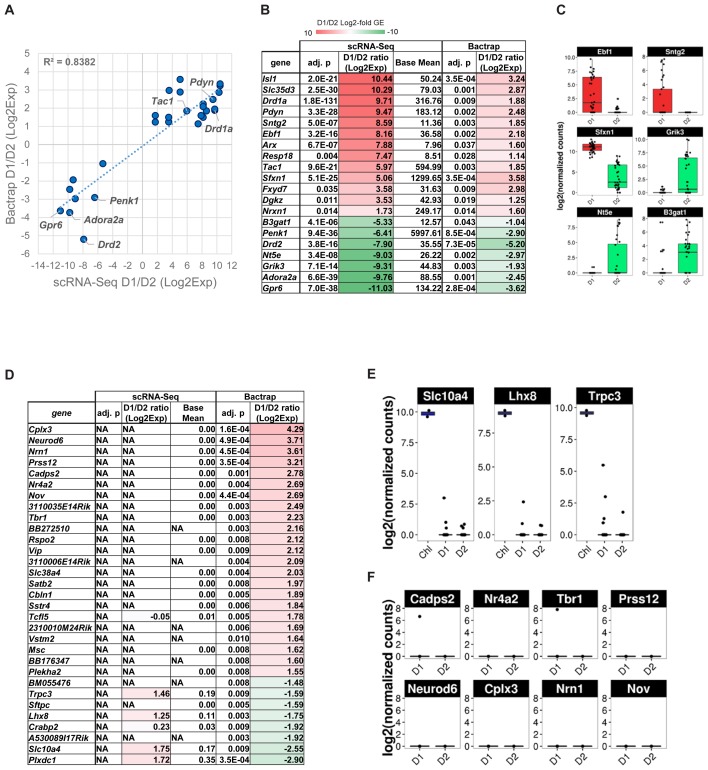
Gene expression specificity for MSN subtypes as measured by scRNA-Seq and compared to population-based gene expression data. BacTRAP data for this comparison was taken from Supplementary Table S2 by Heiman et al. (2008). **(A)** Scatter plot shows correlation for major MSN subtype-specific genes with adjusted *p* < 0.05 either for scRNA-Seq or BacTRAP. Notable examples are labeled. **(B)** Differential expression of major D1 and D2 MSN-specific genes commonly found by scRNA-Seq and reported by BacTRAP (adjusted *p* < 0.05). Genes displayed were found as statistically significant and with same specificity based on at least one microarray probe in the Heiman et al. (2008) data set. Genes are listed by differential expression from D1 MSN- (top, red) to D2 MSN-specific (bottom, green). **(C)** scRNA-Seq data of additional D1 and D2 MSN-specific markers identified by Heiman et al. (2008) using BacTRAP. **(D)** D1 and D2 MSN-specific gene expression patterns as identified by BacTRAP experiments that are not confirmed by scRNA-Seq. Genes with adjusted *p* < 0.01 based on BacTRAP are shown. For genes represented by several probes in the BacTRAP data, the adjusted *p*-value of the most significant probe is displayed. **(E)** Examples of reportedly D2 MSN-specific genes that are identified by scRNA-Seq as specific to striatal cholinergic interneurons. **(F)** Examples of reportedly D1 MSN-specific genes identified by scRNA-Seq as non-subtype-specific or not expressed in MSN.

Finally, we explored whether scRNA-Seq actually identified any additional MSN subtype-specific genes compared to population-based gene expression analysis. 

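Beyond the genes that the paper names, genes were picked by a rule set before the data were examined. The rule asked for a mean of at least 10 TPM over the MSN, more than 1 TPM in at least 50% of the cells of the higher subtype, and the same direction on all 3 plates. Of the genes that met it, the 5 with the largest log2 fold in each direction were Drd1, Pdyn, Slc35d3, Sfxn1 and Tac1 for D1 MSN, and Gpr6, Penk, Adora2a, Gnas and Letm2 for D2 MSN. The rule thus reads a direction on FACS086_9, which holds too few cells for that. With the direction asked on the 2 large plates only, tried after the data were seen, Isl1 took the place of Tac1 and Drd2 that of Letm2, and 8 of the 10 genes were the same. Gnas (chromosome 2 of GRCm38, 174284320 to 174346744) averaged 12.7 TPM in D1 MSN and 98.6 TPM in D2 MSN, a log2 fold of -2.86. It was above 1 TPM in 6 of 40 D1 MSN (5.71% to 29.8%) and 22 of 38 D2 MSN (40.8% to 73.7%). Letm2 (chromosome 8, 25578490 to 25597582) averaged 8.34 and 66.1 TPM, a log2 fold of -2.84, with 14 D1 MSN (20.6% to 51.7%) and 23 D2 MSN (43.4% to 76.0%) above 1 TPM. A count of genes that differ was not made, since each group was taken as 1 sample.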

We found 127 genes with significantly differential gene expression between D1 and D2 MSN of the dorsomedial striatum that, to our knowledge, have not been previously reported by any population-based transcriptome study in the adult mouse brain (**Figure 7**). 

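Lingo2 (chromosome 4 of GRCm38, 35706647 to 36951747) averaged 29.8 TPM in D1 MSN and 0.525 TPM in D2 MSN, a log2 fold of 4.34. In D1 MSN, 17 of 40 cells (42.5%, up to 59.1%) were above 1 TPM, and in D2 MSN 1 of 38 (0.0666% to 13.8%). Cntnap3 (chromosome 13, 64736182 to 64903955) averaged 7.73 TPM in D1 MSN and 0.00381 TPM in D2 MSN, a log2 fold of 3.12. The size of this fold rests on the pseudocount, at 6.24 with 0.1 TPM and 0.83 with 10 TPM. Cntnap3 was above 1 TPM in 15 D1 MSN and 0 D2 MSN. Ddit4l (chromosome 3, 137621612 to 137628333) averaged 13.3 TPM in D1 MSN and 0.103 TPM in D2 MSN, a log2 fold of 3.70. It was above 1 TPM in 10 D1 MSN and 1 D2 MSN. Cpeb1 (chromosome 7, 81347026 to 81455465) averaged 14.3 and 2.14 TPM, a log2 fold of 2.29, with 13 D1 MSN and 3 D2 MSN above 1 TPM. Plekhg5 (chromosome 4, 152072498 to 152115400) had a log2 fold of 1.98 over all plates and -0.25 on FACS086_4, and was listed at 0 in all 16 D2 MSN of FACS051_5. Above 1 TPM were 11 D1 MSN and 1 D2 MSN. With plate FACS051_5 left out its direction reversed, at -0.15. Cabp1 (chromosome 5, 115168689 to 115194381) averaged 35.0 and 21.4 TPM, a log2 fold of 0.68, with 25 D1 MSN (45.8% to 77.3%) and 23 D2 MSN (43.4% to 76.0%) above 1 TPM. Within plates its log2 fold was 0.94 on FACS051_5 and -0.10 on FACS086_4. On the same plates the log2 fold was 3.35 and 5.15 for Lingo2, 2.43 and 4.38 for Ddit4l, and 2.04 and 2.91 for Cpeb1. For Cntnap3 it was 3.80 on FACS086_4, and on FACS051_5 the D2 MSN were listed at 0.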

Among the top D1 MSN-specific genes are *Lingo2* (*p* = 2.9E-11), *Cabp1* (*p* = 3.7E-8), *Cntnap3* (*p* = 3.6E-11), *Plekhg5* (*p* = 5.1E-8), *Cpeb1* (*p* = 1.3E-7) *Ddit4l* (*p* = 9.2E-07), and *Chrm4 (p* = 2.52E-6*)* (**Figures 7A,B**). 

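Gpr52 (chromosome 1 of GRCm38, 160574717 to 160579704 in the RefSeq annotation) averaged 82.5 TPM in D2 MSN and was listed at 0 in all D1 MSN, so no fold is given. Of 38 D2 MSN, 17 were above 1 TPM (28.6% to 61.7%). Nts (chromosome 10, 102481756 to 102490486) averaged 0.0532 TPM in D1 MSN and 33.9 TPM in D2 MSN, a log2 fold of -5.05, with 12 D2 MSN (17.5% to 48.7%) and 0 D1 MSN above 1 TPM. P2ry1 (chromosome 3, 61002795 to 61008982) averaged 0.546 and 14.3 TPM, a log2 fold of -3.31. In this case 12 of 38 D2 MSN and 8 of 40 D1 MSN (9.05% to 35.6%) were above 1 TPM. Sp9 (chromosome 2, 73271925 to 73284706) averaged 1.27 and 9.28 TPM, a log2 fold of -2.18, with 16 D2 MSN (26.3% to 59.2%) and 5 D1 MSN (4.19% to 26.8%) above 1 TPM. Within plates FACS051_5 and FACS086_4, the log2 fold was -5.79 and -4.23 for Nts, -3.68 and -3.22 for P2ry1, and -2.25 and -1.66 for Sp9.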

Novel D2 MSN-specific genes include *Gpr52* (*p* = 3.7E-12), *Sp9* (*p* = 1.4E-10), *P2ry1* (*p* = 1.5E-06), and *Nts* (*p* = 4.4E-6) (**Figures 7A,B**). With exception of *Chrm4*, similar results were reported by a recent single-cell RNA-Seq study of striatal cell types (Gokce et al., 2016), thus emphasizing the importance of single-cell resolution for comprehensive assessment of cell type-specific genes.

**FIGURE 7:**
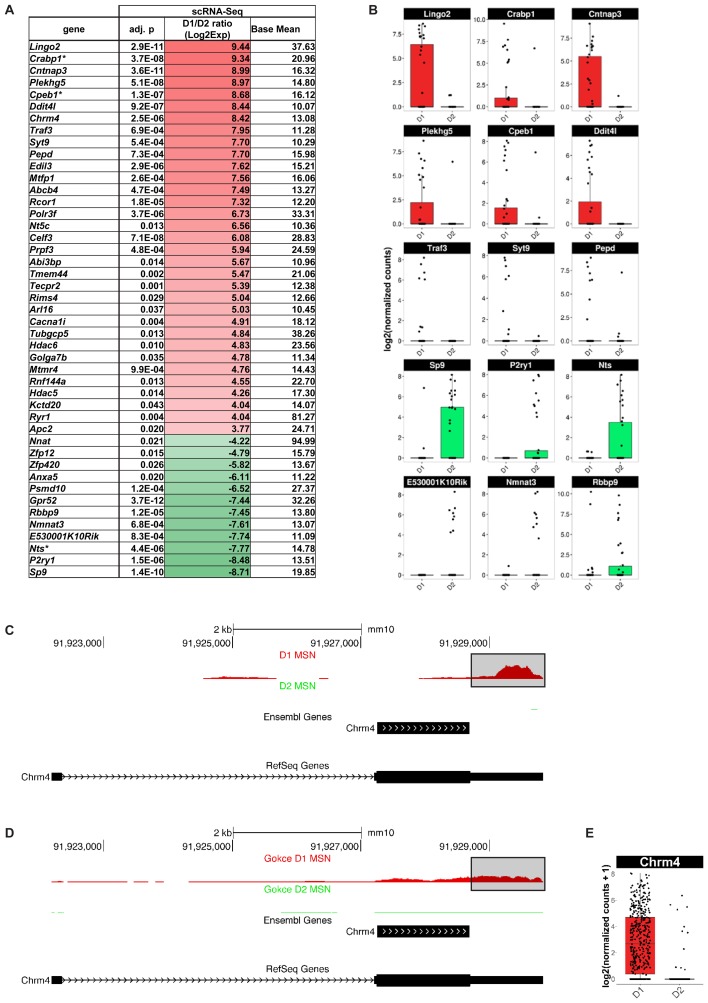
Medium spiny neurons (MSN) subtype-specific genes not found as differentially expressed by population-based gene expression studies. Shown are genes with a differential gene expression of >10-fold and a base mean of >10. **(A)** Genes listed by differential expression from D1 MSN- (top, red) to D2 MSN-specific (bottom, green). Asterisk (^∗^) indicates genes, which showed a tendency for the same MSN subtype in BacTRAP data but were not statistically significant in their differential gene expression (0.05 < *p* < 0.01). **(B)** Examples of differential gene expression between D1 and D2 MSN as assessed by scRNA-Seq. **(C)** *Chrm4* read alignments visualized and compared to two distinct gene set annotations, RefSeq and Ensembl. Reads from D1 (top) and D2 (bottom) MSN were separately aligned. No reads for Chrm4 were detected in D2 MSN. For D1 MSN, note the bias of read accumulation at the 3′ end of the *Chrm4* gene. The boxed area denotes gene expression signal only observed with the RefSeq gene set annotation, but not with Ensembl. **(D)** Read alignments in the *Chrm4* gene using scRNA-Seq data by Gokce et al. (2016). **(E)** Boxplot showing differential *Chrm4* gene expression between D1 and D2 MSN based on data from Gokce et al. (2016).

The absence of the *Chrm4* gene in previous D1 MSN-specific gene expression data sets was surprising given multiple reports suggesting a D1-specific expression pattern of the M4 receptor among striatal MSN. This specificity was suggested at the behavioral and functional levels using knockout mice and pharmacology, and at the gene expression level using double *in situ* hybridization (Bernard et al., 1992; Ince et al., 1997; Jeon et al., 2010). We therefore quantified our scRNA-Seq data using two major gene set annotations used in the field, one curated by the NCBI RefSeq project (Refseq) and the one curated by the Ensembl genome database project (Ensembl; see also Methods), in order to examine the *Chrm4* locus in more detail (**Figure 7C**). Read pile-ups revealed the expected specificity of *Chrm4* expression to D1 as opposed to D2 MSN, consistent with our initial analysis. However, the majority of reads in our sequencing data aligned to the 3-prime untranslated region (3′-UTR) of *Chrm4*. This region is annotated in the RefSeq but not in the Ensembl gene set annotation. 

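In the Ensembl-based GENCODE M21 annotation of GRCm38, Chrm4 is a single exon on the plus strand of 1440 bases, whose UTR is given as the 3 bases of the stop codon alone. The RefSeq gene runs from 91922189 to 91929835 on chromosome 2, a length of 7647 bases. It begins 5060 bases upstream of the GENCODE gene and ends 1147 bases downstream of it. Both annotations are those at hand and are not known to match the release of the set used for the TPM. The cell with Chrm4 above 0 was the Drd1a-TdTomato cell in well A05 of plate FACS086_9.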

We repeated the same analysis on D1 and D2 MSN scRNA-Seq data from Gokce et al. (2016; **Figure 7D**), and the resulting read accumulation showed a slightly less pronounced, though still considerable 3′-end bias, and confirmed major expression of *Chrm4* in D1 MSN, but not in D2 MSN. Differential gene expression analysis using the Gokce data in combination with the more comprehensive RefSeq *Chrm4* gene annotation further corroborated significant *Chrm4* specificity to D1 MSN (*p* = 1.48E-86, **Figure 7E**). In summary, our scRNA-Seq experiments have revealed a set of novel MSN subtype-specific genes, including the D1 MSN-specific *Chrm4* gene, that are of interest for our understanding of the direct and indirect basal ganglia pathways.

## Discussion

The study of cell type-specific gene expression is of great interest for heterogeneous tissues such as the brain, both to increase our scientific understanding and the discovery of novel therapeutic targets. Functionally antagonistic MSN of the striatum have been at the center of this quest due to their relevance for major psychiatric, neurodegenerative and other CNS conditions. A major challenge in the endeavor gaining a better understanding of gene expression at single-cell resolution is the isolation of neurons from the heavily interconnected brain. Cell isolation is therefore a critical parameter that challenges comparison between studies as there are virtually no common standards for comparing cell viability and quality from complex tissue extracts. Here we established a robust and reproducible protocol for single cell isolation from adult rodent brain. We present novel approaches for cell labeling that, combined with state of the art stereotaxic surgery and FACS, pave the way toward reproducible cell type identification based on specific coordinates and independently of visible anatomical demarcations. Finally, we re-defined the MSN transcriptome using scRNA-Seq on D1 and D2 MSN and compared it to previously established standards based on bulk gene expression analyses. Our work revised previous data on MSN subtype specific gene expression and added to the list of MSN subtype-specific marker genes, which together emphasized the need for single-cell resolution gene expression studies to fully resolve the cellular complexity of the brain.

Our study presents an in-depth assessment of common steps and factors potentially affecting the efficacy and quality of single cell isolation from adult rodent brain for downstream assays including RNA-Seq. Combinations of cell-permeant and non-cell-permeant nuclear dyes are useful to accurately measure the fraction of dead cells in single-cell suspensions from adult brain that are inherently heterogeneous due to abundant debris particles from neuropil and myelin. Labeling of cells with cell permeant nuclear dyes including DRAQ5 or Hoechst 33258 improves separation of cell bodies from debris by FACS to an extent superior to classic forward and side scatter analysis (FSC/SSC). In addition, this methodology enables precise assessment of cell viability in combination with established live/dead stains, independently of the degree of debris contributing to total particle numbers as detected by flow cytometry. Using these improved quantitative methods for cell analysis, we identified major sources of variability in cellular recovery around initial steps of vibratome sectioning and subsequent enzymatic digestion of brain tissue. Surprisingly, the thickness of tissue slices played a major role in the recovery of intact cells, and more interestingly even, thinner brain slices yielded more intact cells compared to thicker ones. This may be counter-intuitive as thicker slices have a smaller surface/volume ratio and thus may expose fewer cells to disruptive forces of the vibratome blade. This result could therefore indicate that other parameters play a role, such as enzyme accessibility to soften cellular connectivity deeper within the tissue, or access to nutrients and gas exchange from the surrounding medium during the procedure that help prevent cell death in thinner tissue slices. In turn, parameters of trituration (inner diameter of needles, differences of manual trituration by different individuals) showed no significant effect on overall performance, thus corroborating the robustness of the protocol. One possible interpretation of this outcome is that with advanced trituration steps the increasing shear forces by smaller needle diameters are counterbalanced by decreasing size of remaining tissue clumps. In such a scenario, cells exposed at the surface of remaining tissue pieces would be exposed to comparable forces across the trituration protocol. More work to understand the mechanisms acting during the transition from interconnected tissue to single cell suspension will be needed. In conclusion, our proposed protocol facilitates the measurement of critical parameters for assessments of single-cell suspensions and thus contributes to comparability of results from downstream assays including scRNA-Seq.

Applying our protocol to striatal MSN, we develop a method compatible with state-of-the-art stereotaxic surgery to label and isolate cells from a functionally distinct sub-region of the striatum, the DMS. Comparison of scRNA-Seq data from D1 MSN and D2 MSN confirm several previous findings about these cell types and their isolation using BAC-transgenic reporter technology. First, the discovery of two cholinergic interneurons among the *Drd2-EGFP* labeled cells confirms the specificity of this BAC-transgenic EGFP reporter line for all *Drd2* expressing striatal cell types beyond MSN. The transcriptional signature of striatal cholinergic interneurons is therefore expected to be present in previously reported D2 MSN-specific transcriptomes from bulk striatal tissue in combination with transgenic lines that are based on the same or highly similar BAC clones around the *Drd2* gene locus. As we showed by comparing to data from BacTRAP studies this likely resulted in previous confusion of expression pattern for cholinergic-interneuron-specific genes including *Lhx8*, *Slc10a4*, or *Trpc3*. Second, our data resolve inconsistencies arising from a list of presumably D1 MSN-specific marker genes reported by the BacTRAP studies, which by other reports were found highly specific to projection neurons of the deeper cortical layers, including *Cplx3*, *Tbr1*, and *Neurod6*. Interestingly, *Drd1a* expression is wide-spread across excitatory projection neurons of the deeper cortical layers, a fact that also applies to the *Drd1a-TdTomato* BAC transgenic reporter used in our study (see also **Figure 4B**). Therefore, a possible explanation for appearance of cortical excitatory markers in a presumably D1 MSN-specific transcriptome, as assessed by BacTRAP technology, is a “contamination” by ribosome-bound mRNAs from abundant cortical excitatory axons that project to the striatum, and through the striatum to other CNS regions and beyond. Finally, we cannot exclude the possibility that our MSN transcriptome originating specifically from the DMS might slightly differ from MSN transcriptomes of other striatal sub-regions. However, good correlation of our MSN data with the recent scRNA-Seq study by Gokce et al. (2016) suggests a minor impact of regional specificity on the differences observed between our results and previous MSN transcriptomes that originated from population-based approaches, such as by BacTRAP technology. Our study therefore emphasizes the value of single-cell technologies in gaining profound understanding of the brain’s cellular complexity and for the resolution of potential short-comings due to challenges of specific cell labeling and isolation techniques.

In addition to resolving previous inconsistencies between the MSN transcriptomes from different studies, we present a list of MSN subtype-specific marker genes that have not been observed with bulk-tissue transcriptomic approaches. Some of these have been described in the recent single-cell study of striatal cell types by Gokce et al. (2016) including the *Sp9* gene. *Chrm4* has previously been suggested to be D1 MSN-specific by studies using other techniques, but to our knowledge, has not been mentioned in both landmark mRNA expression studies in MSN mentioned above (Bernard et al., 1992; Ince et al., 1997). Using a different, more comprehensive gene set annotation for quantification, our analyses firmly place *Chrm4* within D1 MSN-specific genes. We further provide evidence that the use of different gene set annotations in combination with a 3′-end sequencing bias was a likely cause for *Chrm4* escaping previous attempts at defining the MSN subtype-specific transcriptome by scRNA-Seq. The Ensembl gene set annotation lacks *Chrm4* UTRs, including a non-coding upstream exon. In contrast, the RefSeq gene set annotation includes *Chrm4* UTRs. Our data as well as the data by Gokce et al. showed a general bias in signal strength for the 3′-end of the transcript including the differentially annotated 3′-UTR. This finding is not unexpected given that many low-input cDNA generation technologies (including SmartSeq V3 used in this study and V2 used by Gokce et al., 2016) result in a 3′-end bias particularly for long transcripts (Picelli, 2016). However, the finding may point at a general challenge that gene expression quantification by scRNA-Seq faces in light of yet incomplete gene set annotation.

Together, our observations resolve apparently inconsistent findings regarding the *Chrm4* gene expression specificity. More importantly, they align the D1 MSN-specific action of its gene product, the M4 muscarinic acetylcholine receptor, with previous studies of M4 receptor action in the basal ganglia. Activation of the G_αi_-coupled M4 receptor is expected to have an attenuating effect on neuronal output. Several knockout and pharmacological studies have suggested a negative effect of M4 receptor action on striatal dopamine activity (Gomeza et al., 1999; de la Cour et al., 2015). Given the re-enforcing (positive) response of the direct basal ganglia pathway resulting from D1 MSN responding to dopamine, this M4-mediated attenuation would make sense in light of M4 receptor expression specifically in D1 MSN. Additional evidence for this comes from a study showing that conditional *Chrm4* knockout specifically in D1-MSN recapitulates the major forebrain-related phenotypes of the full *Chrm4* knockout (Gomeza et al., 1999; Jeon et al., 2010). Finally, given the proposed importance of striatal cholinergic action through the M4 receptor for modulation of cortico-striatal plasticity and dopamine action in the context of schizophrenia (Watt et al., 2013), Parkinson’s disease (Shen et al., 2016), Huntington’s disease (Pancani et al., 2015), and substance abuse (de la Cour et al., 2015), the example of *Chrm4* illustrates the potential of scRNA-Seq for the discovery of cell type-specific drug targets in the CNS.

## Author Contributions

TP, MH, SB, and KT conceived the study. HH, MW, AN, EZ, HL, DL, and TP performed the cell collection and flow cytometry experiments. AS conducted the scRNA-Seq experiments. MDB, SS, JN, DL, and TP analyzed the data. DZ and HH performed the stereotaxic surgeries. TP designed the experiments and wrote the manuscript.

## Conflict of Interest Statement

TP, SB, KT, HH, MW, AN, EZ, HL, DL, SS, JN, and DZ are or were full-time employees at Circuit Therapeutics, Inc. when this study was conducted. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Guide to Single-Cell Transcriptomics in Adult Rodent Brain: The Medium Spiny Neuron Transcriptome Revisited
**Source:** Front Cell Neurosci. 2018 Jun 15;12:159. doi: 10.3389/fncel.2018.00159
**Supplement:** Supplementary file 1

## *Supplementary Material*

# **A Guide To Single-Cell Transcriptomics In Adult Rodent Brain: The Medium Spiny Neuron Transcriptome Revisited**

### Authors:

Hanson Ho<sup>1,§</sup>, Matt De Both<sup>2,§</sup>, Ashley Siniard<sup>2</sup>, Sasha Sharma<sup>1</sup>, James H Notwell<sup>1</sup>, Michelle Wallace<sup>1</sup>, Dino P. Leone<sup>1,3</sup>, Amy Nguyen<sup>1</sup>, Eric Zhao<sup>1</sup>, Hannah Lee<sup>1</sup>, Daniel Zwilling<sup>1</sup>, Kimberly R. Thompson<sup>1</sup>, Steven P Braithwaite<sup>3</sup>, Matthew Huentelman<sup>2</sup>, and Thomas Portmann<sup>\*1</sup>

<sup>§</sup> equal contributors

### **Supplementary Figures and Tables**

**Figure S1. Assessment of cell morphology and viability after tissue dissociation.** Cells were exposed to enzymatic digestion according to two published protocols by Brewer et al. (Papain, top) and Ena et al. (Protease Type XIII, bottom). Phase contrast (Phase) and fluorescence (PI) images for 8 representative cells are shown. PI: propidium-iodide

Figure S1

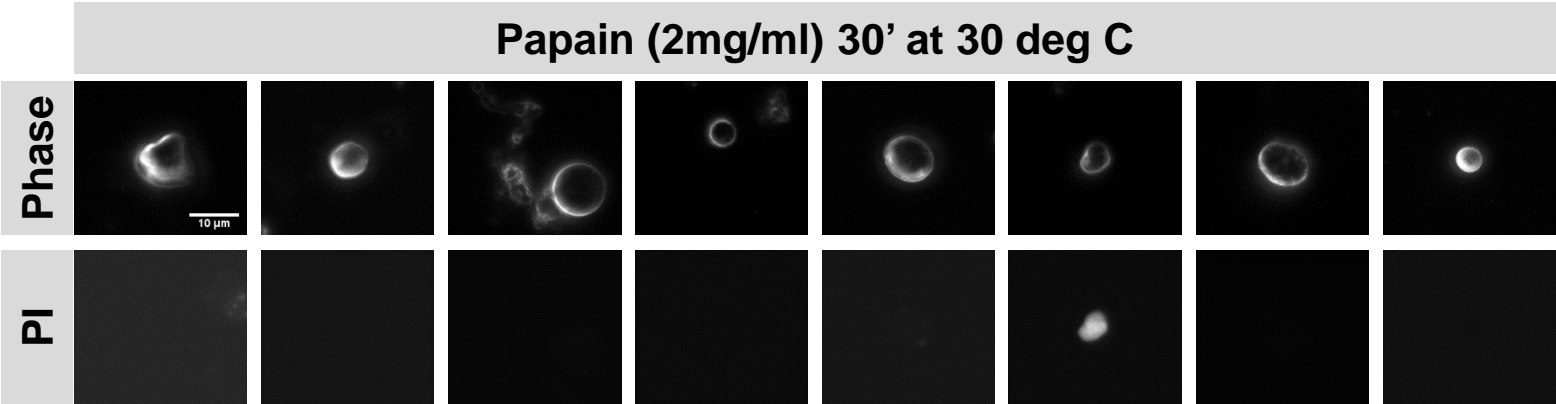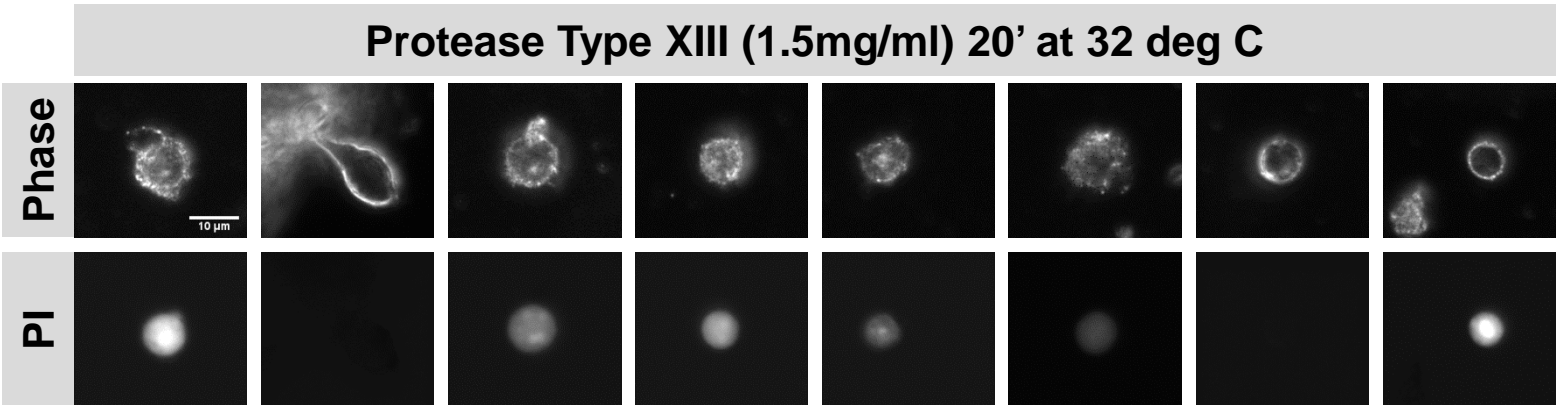

**Figure S2. Trituration and density gradient centrifugation.** A) Schematic view of experimental design to assess impact of trituration steps with decreasing needle inner diameter (ID). Key variables included thickness of tissue slices, and number of trituration steps. Two independent experiments were performed. B-C) Impact of tissue slice thickness, trituration steps (trit.) and experiment (Exp) on yield of singlets (B), and live single cells (C). Nested ANOVA was performed with individuals and experiments treated as replicate groups. D) Phase contrast images of particle contents from the density gradient (left) and supernatant (right). Note the presence of smaller cells in the debris layer from supernatant (arrow heads). E) Representative flow cytometry data (n=8000 forebrain cells) from the comparison of enzyme treatment for tissue dissociation. Tissue treatment with papain yields greater numbers of intact (live) cells than treatment with pronase.

Figure S2

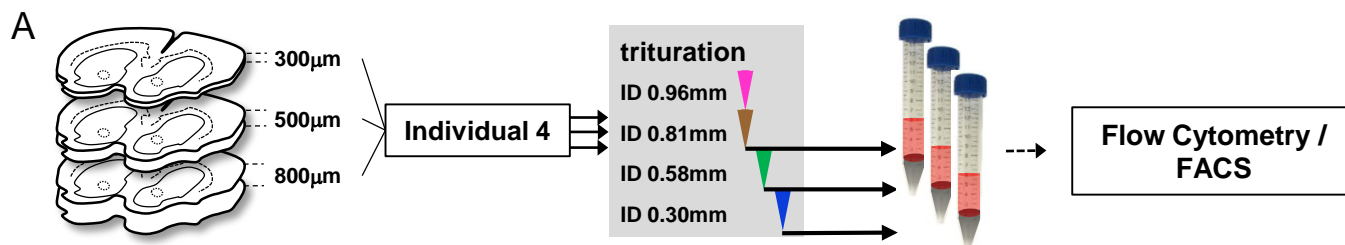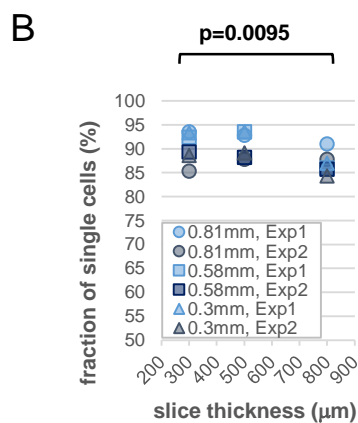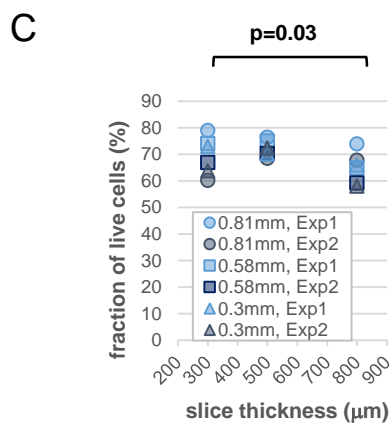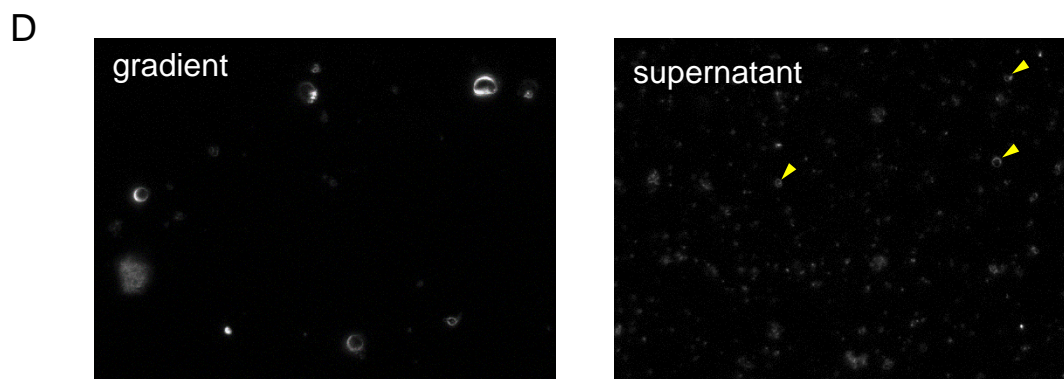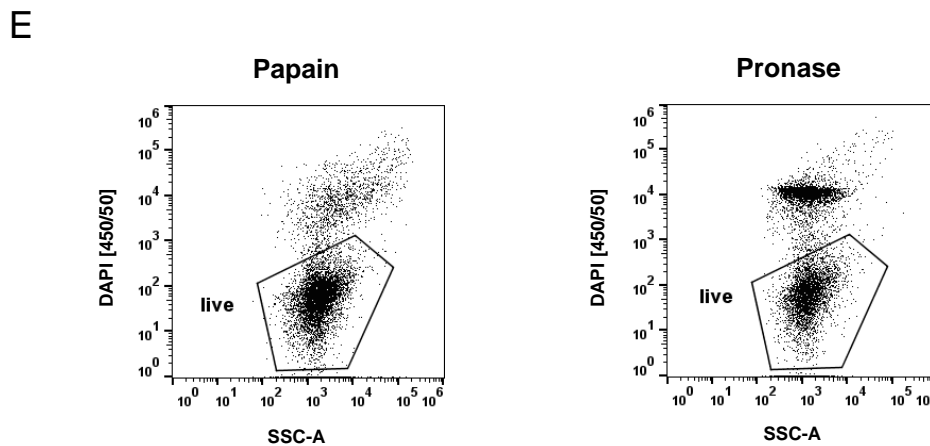

**Figure S3. Visualization of fluorescent labels.** Images of fluorescently labelled MSN isolated by FACS. Note the round shape of cells and in some cases, remnants of neurites attached to them. Labels are as follows, DRAQ5 (blue): cell nuclei, Drd1a-TdTomato (red): D1 MSN, Drd2-EGFP (green): D2 MSN.

Figure S3

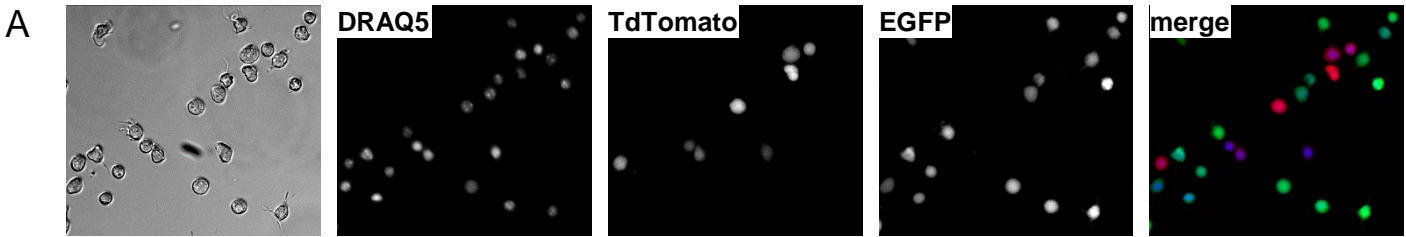

**Figure S4. Confirmation of cortical GE for previously reported D1 MSN-specific genes.** *In situ* hybridization experiments showing examples of genes that are expressed in cortex, especially deeper cortical layers, while largely absent in striatum. Image source: Allen Brain Atlas (adult mouse brain) by Allen Institute for Brain Science. cc: corpus callosum, ms: medial septum. Arrowheads indicate regions of particularly high expression around cortical layers L5 and/or L6.

Figure S4

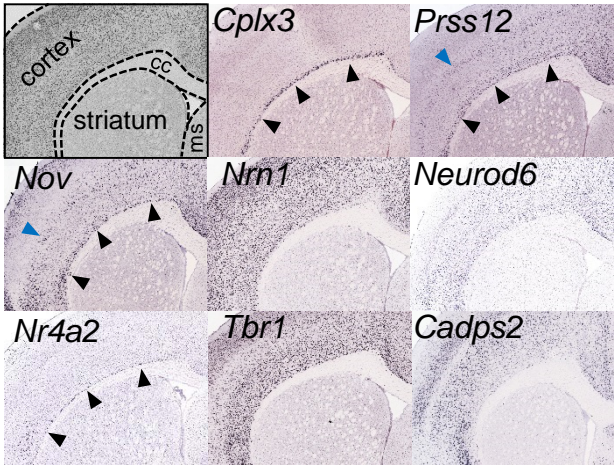

Allen Institute for Brain Science

**Table S1. Genes not differentially expressed between MSN subtypes based on scRNA-Seq.** List of genes that were previously reported as differentially expressed between D1 and D2 MSN by Heiman et al. ScRNA-Seq data suggests they are not differentially expressed or not expressed at all in D1 and D2 MSN.

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

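Each sample was the cDNA of 1 cell, sorted by FACS from the dorsomedial striatum of mice carrying the Drd1a-TdTomato and Drd2-EGFP reporters. The values were TPM per gene and cell (transcripts scaled to a fixed total per cell), made and deposited by the authors. The paper's methods name STAR 2.5.0, the mouse genome mm10/GRCm38 with gene annotation GRCm38.75 and added sequences, and featureCounts 1.5.1, and its text does not name how the TPM were made. Values ran down to 1.75e-09, so they are not whole reads divided by a gene length. Of the 25160 listed names, 24049 were found in GENCODE M21, and 0 listed genes were at 0 in every cell. A total of 0 columns were duplicated. Reads were not counted anew, and the depth per cell is unknown from TPM, so no limit of detection can be given. The flow cytometry experiments of the paper were not analysed here, nor were its comparisons with other studies' data, apart from the gene names of Table S1.

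The labels gave each cell's reporter, plate, well and fluorescence. They name no animal, whereas the paper states 3 experiments with 3 animals, so whether a plate is an animal is not known. Each group was therefore taken as 1 sample. No test was made, and neither a p-value nor a count of changed genes was computed from cells. A limma fit on plate means had been foreseen and was not run, because linking plates to animals would be a guess. The expression of the reporters was not analysed here. Drd2-EGFP cells with Chat above 100 TPM were taken as cholinergic interneurons, a limit set after the values were seen, and left out of the D2 MSN. All 80 cells were kept otherwise.

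The log2 fold was taken between the mean TPM plus 1 of D1 MSN and of D2 MSN. A cell was counted for a gene at more than 1 TPM, with exact Clopper-Pearson 95% intervals that cover counting error only. Over all plates, no fold was given against a group listed at 0 in all cells. For Cntnap3, Crabp1, Drd2 and Plekhg5, a group was at 0 within a large plate and with the other large plate left out. These folds were kept among the alternatives and in the SD of the folds within the 2 large plates, and their size depends on the pseudocount. The share of the transcriptome found was the number of genes above 1 TPM in at least 1 cell over the Chao2 total, with 100 random draws for each smaller number of cells. For the PCA, log2 of TPM plus 1 of 100 genes picked by the difference of group means was centred. Gene positions were taken from GENCODE M21, and that of Gpr52 from RefSeq. Table S1 genes were matched by symbol or Ensembl identifier. Named genes were those the paper's results name, and the 5 genes per direction with the largest log2 fold among genes with a mean of at least 10 TPM, more than 1 TPM in at least 50% of the cells of the higher subtype and the same direction on all 3 plates. Other genes are said to be named for their values where they appear. Marker lists were written beforehand for cholinergic interneurons, MSN, oligodendrocytes, astrocytes, microglia, endothelial cells, cortical excitatory neurons, early response genes and sex.

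Of 44 alternatives set before the data were examined, 11 belonged to the limma fit and 2 to the reporters and were not run. The others changed the pseudocount (0.1 or 10 TPM), the mean (of log2 values, or within plates), the scaling, the cells (plates left out, cells with fewer than 2000 genes left out, cholinergic interneurons kept), the detection limit, the extrapolation and the genes of the PCA. After seeing the data, 3 were added: folds without a pseudocount, a Table S1 count that includes genes not matched, and the rule for named genes with the direction asked on the 2 large plates only.

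The steps were tested on simulated data. The 80 cells were put at random into groups of 40, and of the 7714 genes that averaged at least 10 TPM, 200 were raised by 3 on the log2 scale in 1 group. The median fold recovered was 3.13, and 97.5% of the raised genes had a log2 fold above 1. So had 9.37% of the genes left unchanged, so a fold above 1 also arises between groups made at random. With 20000 simulated genes, the Chao2 total was 90.9% and the Michaelis-Menten total 90.5% of the true total, so both extrapolations fell short and the shares found came out too high. In the PCA of cells grouped at random, with 100 genes picked by that grouping, PC1 held 16.7% of the variance and 18 cells lay on the other side. Part of the variance on PC1 is thus built in by picking genes with the labels. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.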

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

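All tests in this part were chosen after the results were seen. The design names no condition that sets single wells apart, so no biological explanation was tested.

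Aldoc stood at 10427 TPM in the Drd1a-TdTomato cell in well D04 of plate FACS051_5, and was above 1 TPM in 13 cells, all of that plate. It drew attention as a signal in genes that the paper does not discuss. Of the 7 astrocyte markers listed beforehand, 6 were in the table of TPM, and 6 of these 6 had their highest value of the 80 wells in this well. Among them were Slc1a3 at 1334 TPM, Slc1a2 at 1024 TPM and Gja1 at 989 TPM. A well that held both an MSN and an astrocyte is excluded by the MSN markers, since 7 of 7 were below the median of the other Drd1a-TdTomato cells, with a median ratio of 0.00295. Free RNA shared by all wells of the plate is excluded too, since the astrocyte markers in the other wells averaged 0.00035 of their value in this well (median over the markers). What stays open is a cell of another type, for which an astrocyte is a candidate explanation, or its RNA, in a well that the sort had labelled Drd1a-TdTomato. The cell's fluorescence was 213 in the EGFP and 1001 in the TdTomato channel, nearest to the other group among Drd1a-TdTomato cells in both.

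Pecam1 was above 1 TPM in 80 of 80 cells, with a median of 30.4 TPM and a range of 10.8 to 277 TPM. It drew attention as a gene outside those that the paper discusses. Endothelial RNA in the wells would bring other endothelial transcripts, but Flt1, the only other marker of that list in the table, was above 1 TPM in 6 cells and at most 7.26 TPM. A product of the reagents or primers would be highest where a cell gives little RNA. Of the 3 wells with fewer than 2000 genes above 1 TPM, 3 were above 45.9 TPM, the upper quartile of the other wells, at 97.9, 149 and 277 TPM. A product of the reagents or primers is therefore a possible explanation, found and tested on the same data. Reads shared with another locus were not tested, since no reads were analysed.

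Gm29013 took up to 83.4% of the TPM listed for a cell, with a median of 4.35% and a lowest share of 0.604%, and more than 10% in 26 cells. It drew attention as a gene outside those that the paper discusses. In wells with little RNA of their own, a constant background would take a larger share. Of the 3 wells with fewer than 2000 genes above 1 TPM, 3 had a share above 11.2%, the upper quartile of the other wells. Their shares were 83.4% in well B02 and 50.1% in well D12 of plate FACS086_4, and 53.9% in well A12 of plate FACS086_9. TPM of a cell sum to a fixed total, so a large share of 1 gene also lowers the values of the others, and the number of genes above 1 TPM with them. Little RNA in the well is a possible explanation, and the order of cause and effect cannot be read from these values.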

How the results depend on the processing

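Folds without a pseudocount, the Table S1 count that includes genes not matched and the naming rule on the 2 large plates were chosen after seeing the data, and the other alternatives in this part were set before the data were examined. Of these 44 alternatives, the 11 for a limma fit on plate means were not run, because the labels name no animal and linking plates to animals would be a guess. The 2 for the reporter transcripts were not run either, since those transcripts were not analysed here.

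Folds were given for 31 genes under 10 alternatives, and 308 of the 310 values kept their direction. The exceptions were Tac1, at -2.03 with TPM rescaled to each cell's upper quartile of widely found genes, and Plekhg5, at -0.15 without plate FACS051_5; the cause was not tested for either. Over genes with a mean of at least 10 TPM, the median shift of the log2 fold by that rescaling was -0.05. Sizes were less stable than directions. More than the SD of the folds within the 2 large plates separated the value from the reported fold for 25 genes with the difference of mean log2 values, 22 with a pseudocount of 10 TPM, 16 with one of 0.1 TPM and 16 of 30 without one. The number was 10 with the rescaling, Tac1 among them, 6 with the cholinergic interneurons kept, 5 without FACS051_5, 7 without FACS086_4, and 2 each without FACS086_9, without cells under 2000 genes and with the mean of the within-plate folds. For some genes the plates differ so little that a small shift passes this SD. Of the 10 genes picked by the naming rule, 8 were also picked with the direction asked on the 2 large plates only.

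Single plates decided the size of several folds. Without FACS051_5 the log2 fold was 0.03 for Cabp1, 5.76 for Resp18, 5.46 for Dgkz, -4.65 for Gnas and -9.16 for Penk. Without FACS086_4 it was 1.10 for Cabp1, 0.37 for Resp18, 2.32 for Ddit4l and 2.49 for Ebf1, while Plekhg5, Cntnap3 and Crabp1 were listed at 0 in all 19 D2 MSN then left. Their values, 3.96, 1.52 and 5.77, rest on the pseudocount and are not sizes of a difference. With the cholinergic interneurons kept, those of Isl1 and Resp18 were 2.40 and 0.17. Isl1 stood at 208 and 343 TPM in the interneurons.

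Of the 20 genes of Fig. 6B, all 20 were higher in the subtype the paper names under each alternative except the rescaling, which gave 19, and without each plate in turn the count stayed at 20. For the 8 markers of Fig. 5E it was 8, or 7 without FACS086_9, with the mean of the within-plate folds and with the rescaling. The gene lost was Tac1 with the rescaling, and otherwise Chrm4, whose only cell above 0 lies on FACS086_9. For the 11 genes of Fig. 7 it was 11, or 10 without FACS051_5, without FACS086_9 and with the mean of the within-plate folds, where Plekhg5 or Chrm4 was lost. Within both large plates it was 8, without Cabp1, Plekhg5 and Chrm4.

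The share of the transcriptome found rose to 94.7% for D1 MSN and 92.1% for D2 MSN with a Michaelis-Menten asymptote. It fell to 82.8% and 82.0% for genes above 10 TPM. For genes above 0 it was 87.6% and 88.3%. With cells of FACS051_5 only it was 83.8% and 85.0%, and with those of FACS086_4 only 86.6% and 84.7%, with fewer cells in each. With only genes in at least 2 cells counted as found the share was 72.9% and 71.2%. The total was left as it was, so this drop follows from the number of genes in a single cell and is not another estimate of the share.

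In the PCA, 50 genes gave 28.9% for PC1 and 8.04% for PC2 with 3 cells on the other side, and genes scaled to unit variance 18.6% and 9.82% with 2. With 500 genes the values were 12.0% and 8.83% with 22 cells, and with the 1000 most variable genes 14.8% and 2.81% with 49. Sides were judged on PC1 only, so these counts do not exclude a separation along a later component. Genes picked on FACS051_5 gave 31.5% and 7.09% with 13 of 44 cells, of which 13 were of the 22 Drd2-EGFP cells and 0 of the 22 Drd1a-TdTomato cells. Genes picked on FACS086_4 gave 30.7% and 5.88% with 13 of 36, of which 7 were Drd2-EGFP and 6 Drd1a-TdTomato cells. A midpoint that differs between plates and a weaker separation were not told apart. Cells grouped at random, with 100 genes picked by that grouping, left 18 cells on the other side, more than the 2 for the reporter groups.

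The count of Table S1 genes not detected was 0 for values at 0 in every MSN, and stayed 0 with the cholinergic interneurons kept and with matching by symbol only. It was 7 for at most 1 TPM in every MSN, 36 for above 1 TPM in fewer than 5% of the MSN, and 11 with genes not matched counted too. Without each plate in turn it lay between 0 and 14, at 14 without FACS051_5 and 11 without FACS086_4. The count of 0 is close to fixed by a table that lists only genes above 0 in some cell. Counted above 0 TPM, 6.41% of the MSN had Lhx8 and 7.69% Slc10a4. Counted above 10 TPM, 0% had Lhx8 and 0% Slc10a4.

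TPM hold no read counts, so a value of 0 cannot be told from a transcript below the depth of the cell. With 1 sample per group, none of these results has a threshold of a test to pass.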

Differences from the paper's values

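The rule by which a fold counts as different from the paper's, the SD of the folds within the 2 large plates, and the folds without a pseudocount were chosen after the values were seen. The plates are not known to be animals. An SD of 2 folds measures neither the error of a fold here nor that of the paper's value. It is small where the plates happen to agree, as for Drd1, and wide where they differ, as for Tac1 and Penk. The paper's folds come from DESeq2 on counts with cells as replicates, and those here are untested folds of mean TPM plus 1.

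For Drd1 the paper's log2 fold is 9.71 and that here 7.07. None of the alternatives set before the data were examined came within that SD of 0.00964, and the nearest was 8.46 with a pseudocount of 0.1 TPM. Without a pseudocount, chosen after seeing the values, it was 8.74. For Pdyn the paper's value is 9.47 and that here 7.01. None of the alternatives set beforehand came within the SD of 0.20, the nearest being 8.93 with a pseudocount of 0.1 TPM. Without a pseudocount, chosen after seeing the values, it was 9.48. For Drd2 the paper's value is -7.90 and that here -5.45. A pseudocount of 0.1 TPM gave -7.53, within the SD of 0.64, which includes a fold on FACS086_4 against D1 MSN listed at 0, and no other alternative set beforehand did; without a pseudocount, chosen after seeing the values, it was -8.20. For Adora2a the paper's value is -9.76 and that here -6.39. A pseudocount of 0.1 TPM gave -8.79, within the SD of 1.07, and no other alternative set beforehand did; without a pseudocount, chosen after seeing the values, it was -9.73. For Gpr6 the paper's value is -11.03 and that here -7.48. None of the alternatives came within the SD of 0.36, the nearest being -9.72 with a pseudocount of 0.1 TPM and, chosen after seeing the values, -10.50 without a pseudocount. Folds without a pseudocount were given for 30 of the 31 genes, as the mean of Cntnap3 in D2 MSN was too near 0.

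The other pairs lay within this SD. For Tac1 the paper's value is 5.97 and that here 4.39, with an SD of 2.37, and the mean of the within-plate folds was 5.98. Alternatives beyond the SD were 3.52 without FACS051_5 and -2.03 with the rescaling. For Penk the paper's value is -6.41 and that here -6.69, with an SD of 2.21. Beyond it were -9.16 without FACS051_5 and -9.09 with the difference of mean log2 values. Most of the D1 mean of Penk came from the cell in well C06 of FACS051_5, at 3676 TPM. Under a rule that counts every difference in a fold, the pairs of Tac1 and Penk would be listed as well.

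The paper's count of Table S1 genes not expressed in MSN is 49, and the count here of genes at 0 in every MSN was 0. With the limit of above 1 TPM in fewer than 5% of the MSN, set before the data were examined, it was 36, less than 1.5 times away. With at most 1 TPM in every MSN it was 7, without a plate between 0 and 14, and 0 with the cholinergic interneurons kept or with matching by symbol. Counting genes not matched, chosen after seeing the data, gave 11. When the genes not matched are added to the 36, the count is 47.

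For PC2 of the PCA, the paper's value is about 6% in Fig. 5D, read by eye, and that here 9.68%. Within 1.5 times of it were 50 genes with 8.04%, 500 genes with 8.83%, genes picked on FACS051_5 with 7.09% and genes picked on FACS086_4 with 5.88%. The values for genes picked on 1 plate are of a PCA of that plate's cells, and not of all cells. The 1000 most variable genes with 2.81% and genes scaled to unit variance with 9.82% were not.

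From sub-sampling and extrapolation, the paper proposes that more than 95% of the transcriptome is captured with 40 cells of each subtype. The shares here were 87.5% for D1 MSN and 87.0% for D2 MSN, and no alternative passed 95%, the highest being 94.7% and 92.1% with a Michaelis-Menten asymptote. The paper's text names neither its way of extrapolating nor its limit for a found gene. The shares here, from Chao2 at more than 1 TPM, may therefore not measure the same thing.

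The paper names Chrm4 as specific to D1 MSN in its text and gives it a fold. It finds most Chrm4 reads of its cells in a 3′ UTR that RefSeq holds and Ensembl lacks, and places the gene with RefSeq. In the TPM used here, whose annotation is not known, Chrm4 was above 0 in 1 of 40 D1 MSN and 0 of 38 D2 MSN. No fold could be given. Among the top genes specific to D1 MSN, the paper's text names Cabp1, whereas Fig. 7A shows Crabp1. The log2 fold here was 0.68 for Cabp1 and 2.71 for Crabp1, which was above 1 TPM in 13 of 40 D1 MSN and 1 of 38 D2 MSN.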

Other observations

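Of the tests in this part, those on astrocyte and cholinergic interneuron transcripts in other wells of FACS051_5 were set before their result was seen, while those on Penk, Chrm4 and the Y chromosome genes were chosen after it. No biological explanation was tested where none is named.

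Transcripts abundant in well D04 of FACS051_5 and absent from the other plates were looked for in the other wells of FACS051_5. Over 72 such genes, Aldoc and Apoe left out, 8.56% of 864 values were above 0.1 TPM in the 12 other wells of rows C and D. In the 21 wells of rows A and B without the cholinergic interneurons, 1.39% of 1512 values were. Leaving those wells out was not part of the test as set beforehand, and with them, over 23 wells, the share was 2.72% of 1656 values. Free RNA in the cell suspension, which would reach rows A and B as often as rows C and D, is excluded by the lower share in rows A and B, with or without these wells. Reads of well D04 assigned to wells of the same rows may account for the low levels, since 8.56% was the higher share where that predicts it.

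The same was done with 21 genes abundant in both cholinergic interneurons, which lie in rows A and B. Of 441 values in the 21 other wells of rows A and B, 41 (9.30%) were above 0.1 TPM, against 12 of 252 (4.76%) in the 12 wells of rows C and D other than D04. With D04 the latter share was 18 of 273 (6.59%). Of the 41, 27 were in wells A12 and B12. A limit for how much higher the share should be was not set beforehand, and a limit of 3-fold tried at first would have excluded the explanation. Whether reads of the interneuron wells were assigned to other wells is left open at 9.30%, since a pair of wells holds most of the values.

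Penk was above 1 TPM in every cell, with a median of 11.4 TPM in Drd1a-TdTomato cells. If reads of Drd2-EGFP wells reached other wells of the same rows at the mean rate measured above, 0.308% of the source value per well in rows C and D and 0.175% in rows A and B, Penk would stand at a median of 208 TPM in Drd1a-TdTomato wells of FACS051_5. The median ratio of the measured to the predicted value was 0.0557, and 1 of 18 wells lay within 3-fold, which misses the criterion set for this test. The mean rate rests on genes such as Comtd1, with up to 214 TPM in another well against 137 TPM in D04. With the rate of the median gene, 0.0131% and 0.0123%, which was tried only after that result, the ratio was 0.795 and 13 of 18 wells lay within 3-fold. Wells not held to be MSN had Penk too, at 8.05 and 8.33 TPM in the cholinergic interneurons and 56.1 TPM in well D04 of FACS051_5. A low value in a D1 MSN is thus no sign by itself that the cell expresses Penk. Low expression of Penk in D1 MSN and assigned reads cannot be told apart here, since the answer turns on which rate is used.

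Some MSN had a high level of a marker of the other subtype, and they were picked by their values. Among D2 MSN, Tac1 was at 1218 TPM in well A12 of FACS086_9, 1082 and 192 TPM in wells C05 and C09 of FACS086_4, and 95.0 TPM in well B10 of FACS051_5. Among D1 MSN, Penk was at 3676 TPM in well C06 and 500 TPM in well A04 of FACS051_5. Drd1 was at 297 TPM and 370 TPM in those D1 MSN.

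Chrm4 was above 0 in 1 cell, at 96.6 TPM. An annotation without the 3′ UTR of Chrm4 could leave most of its reads uncounted, and the RefSeq gene runs 1147 bases past the 3′ end of the GENCODE M21 gene. By the paper's read alignments of its own cells, most Chrm4 reads lay in the 3′ UTR, which RefSeq holds and Ensembl lacks. That points to uncounted reads. The annotation behind the TPM is not known to be GENCODE M21, and no reads were analysed here. From the TPM alone, low expression and a missing 3′ UTR cannot be told apart.

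The paper gives female mice for the injections into the dorsomedial striatum. Xist was above 1 TPM in 60 of 80 cells and at least 1 of the Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty in 62, with both in 49. Uty was above 1 TPM in 51 cells (up to 60.5 TPM), Kdm5d in 33, Ddx3y in 13 (up to 22.3 TPM) and Eif2s3y in 5. Cells of a male animal would lack Xist, but 13 of the 13 cells with Ddx3y had Xist above 1 TPM, which argues against male cells as the source of Ddx3y. Reads shared with the X chromosome paralogs of these genes were not tested.

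Among the early response genes listed beforehand, Npas4 was above 1 TPM in 6 of 36 cells of FACS051_5 (16.7%, interval 6.37% to 32.8%) and 24 of 40 cells of FACS086_4 (60%, 43.3% to 75.1%). Arc was above 1 TPM in 12 and 25 cells of these plates. Jun, with 10 and 5, and Fosb, with 10 and 6, were in more cells of FACS051_5. For the other genes of the list the counts on these plates were 11 and 15 for Fos, 33 and 33 for Egr1, 26 and 29 for Junb, 22 and 25 for Nr4a1, 15 and 14 for Dusp1, 11 and 10 for Egr2, 6 and 6 for Btg2, and 1 and 0 for Ier2.

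The MSN markers were above 1 TPM in most of the 80 cells: Ppp1r1b in 80, Foxp1 in 78, Rgs9 and Pde10a in 77, Adcy5 in 76 and Bcl11b in 71. Of the oligodendrocyte markers, Mbp was above 1 TPM in 30 cells (up to 244 TPM, in well D04 of FACS051_5), Mag in 15, Cnp in 10 and Mobp in 4. Of the astrocyte markers, Slc1a3 was above 1 TPM in 32 cells, Slc1a2 in 10, Aqp4 in 5, and Aldh1l1 and Gja1 in 1. Of the microglia markers, Cx3cr1 was above 1 TPM in 15 cells and Csf1r in 8. Of the cortical excitatory neuron markers, Tbr1 and Neurod6 were above 1 TPM in 17 cells each, Neurod2 in 3 and Slc17a6 in 0. The remaining genes of these lists were not matched or are not reported here.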
